# Natural killer cells act as an extrinsic barrier for *in vivo* reprogramming

**DOI:** 10.1242/dev.200361

**Published:** 2022-04-22

**Authors:** Elena Melendez, Dafni Chondronasiou, Lluc Mosteiro, Jaime Martínez de Villarreal, Marcos Fernández-Alfara, Cian J. Lynch, Dirk Grimm, Francisco X. Real, José Alcamí, Núria Climent, Federico Pietrocola, Manuel Serrano

**Keywords:** Reprogramming, Pluripotency, Plasticity, Immune system, Natural killer cells, NK receptor ligands, Organoids, Mouse

## Abstract

The ectopic expression of the transcription factors OCT4, SOX2, KLF4 and MYC (OSKM) enables reprogramming of differentiated cells into pluripotent embryonic stem cells. Methods based on partial and reversible *in vivo* reprogramming are a promising strategy for tissue regeneration and rejuvenation. However, little is known about the barriers that impair reprogramming in an *in vivo* context. We report that natural killer (NK) cells significantly limit reprogramming, both *in vitro* and *in vivo*. Cells and tissues in the intermediate states of reprogramming upregulate the expression of NK-activating ligands, such as MULT1 and ICAM1. NK cells recognize and kill partially reprogrammed cells in a degranulation-dependent manner. Importantly, *in vivo* partial reprogramming is strongly reduced by adoptive transfer of NK cells, whereas it is significantly increased by their depletion. Notably, in the absence of NK cells, the pancreatic organoids derived from OSKM-expressing mice are remarkably large, suggesting that ablating NK surveillance favours the acquisition of progenitor-like properties. We conclude that NK cells pose an important barrier for *in vivo* reprogramming, and speculate that this concept may apply to other contexts of transient cellular plasticity.

## Abstract (precis)

**Summary:** Cellular reprogramming is inefficient *in vivo* partly because natural killer (NK) cells eliminate cells undergoing reprogramming; transient depletion of NK cells facilitates reprogramming and the emergence of cells with high organoid-formation capacity, which could be important for tissue repair applications.

## INTRODUCTION

The ectopic expression of the four transcription factors OCT4 (encoded by *Pou5f1*), SOX2, KLF4 and MYC (OSKM) enables reprogramming of differentiated cells into induced pluripotent stem cells (iPSCs) (Takahashi and Yamanaka, 2006). Reprogramming *in vivo*, within the context of an adult organism, has also been achieved in mice with inducible transgenic expression of OSKM (Abad et al., 2013; Ohnishi et al., 2014). The process of reprogramming is typically inefficient, both *in vitro* and *in vivo*, and only a minority of cells reach full reprogramming. This is due, at least in part, to the existence of multiple cell-autonomous barriers, such as tumour suppressors, chromatin regulators, transcription factors, signalling pathways and micro RNAs (Haridhasapavalan et al., 2020; Arabacı et al., 2021). In contrast to the extensive knowledge on cell-intrinsic barriers, the extrinsic barriers that limit reprogramming remain largely unknown. In this work, we examine the composition of the immune cell infiltrate during *in vivo* reprogramming and identify a novel role of NK cells as a key barrier for reprogramming.

Transgenic OSKM expression *in vivo* triggers first the loss of cellular identity and formation of dysplastic areas across multiple tissues (Abad et al., 2013; Ohnishi et al., 2014). We refer to this intermediate state as ‘partial’ reprogramming. Interestingly, at this stage, the effects of OSKM are reversible and tissues recover normal histology upon extinction of transgene expression (Ohnishi et al., 2014). Continued expression of OSKM leads to cells expressing markers of embryonic pluripotency, which will ultimately form teratomas in various organs (Abad et al., 2013; Ohnishi et al., 2014). Currently, there is great interest in the potential of partial reprogramming as a strategy for rejuvenation and tissue repair. Ocampo et al. showed that short-term cyclic expression of OSKM improves physiological parameters after injury and extends lifespan in a model of premature aging, with negligible risk of teratoma formation (Ocampo et al., 2016). In line with the pro-regeneration potential of *in vivo* partial reprogramming, transient OSKM (or OSK) expression has been demonstrated to enhance tissue repair in models of muscle injury (Chiche et al., 2017; de Lázaro et al., 2019), skin wound healing (Doeser et al., 2018), optic nerve crush injury, glaucoma and aging-associated loss of vision (Lu et al., 2020) and myocardial infarction (Chen et al., 2021).

The capacity of the adaptive and innate immune cells to recognize and target pluripotent stem cells (PSCs) for elimination has been previously demonstrated. For instance, activated cytotoxic T lymphocytes (CTLs) have the ability to kill PSCs, including multipotent adult germ-line stem cells (maGSCs), embryonic stem cells (ESCs) and iPSCs in a peptide-dependent manner (Dressel et al., 2009). Furthermore, natural killer (NK) cells (Frenzel et al., 2009; Dressel et al., 2010) and the complement system (Koch et al., 2006) play a role in the rejection of stem cells *in vitro* and *in vivo*. NK cells also limit teratoma formation after subcutaneous injection of mouse ESCs, iPSCs and maGSCs (Dressel et al., 2008) or human iPSCs (Benabdallah et al., 2019). The sensitivity of PSCs to NK-mediated clearance has been ascribed to the downregulation of major histocompatibility complex I (MHCI) on the surface of PSCs (a process known as ‘missing self’) and/or to the upregulation of NK-activating ligands (Dressel et al., 2008, 2009, 2010; Frenzel et al., 2009). Although the recognition and elimination of PSCs by the immune system is reasonably well understood, nothing is known about the interplay between the intermediate states of partial reprogramming and the immune system. It is unclear which immune subtypes infiltrate organs undergoing partial reprogramming and the extent to which they influence the outcome of *in vivo* reprogramming.

In the present study, we report that NK cells recognize and kill cells undergoing partial reprogramming. Furthermore, our results suggest that NK cells preferentially eliminate cells endowed with higher plasticity and regenerative capacity.

## RESULTS

### Partial reprogramming elicits immune infiltration in the pancreas

To interrogate whether the immune system plays a role in *in vivo* reprogramming, we first performed single-cell RNA-sequencing (scRNA-seq) analysis of the pancreata from mice with a doxycycline-inducible transgene expressing the four Yamanaka factors (*i4F*) and from wild-type (WT) mice, all treated with doxycycline for 1 week. 

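Pancreata of 2 WT and 3 i4F mice were dissociated with collagenase, dispase and trypsin, and the cells of each mouse gave 1 library of the 10x Genomics 3′ assay. In this assay each captured mRNA molecule receives a unique molecular identifier (UMI), so that a value is a number of molecules and not of reads. i4F mice carry a reverse tetracycline transactivator (rtTA) and a doxycycline-inducible cassette of Oct4, Sox2, Klf4 and c-Myc, and the mice of both genotypes drank doxycycline at 1 mg/ml for 7 days. According to the methods, Cell Ranger aligned the reads to GRCm38 and counted UMIs, ambient RNA was corrected with SoupX, and cells were filtered on their number of genes and mitochondrial share. The deposited tables hold UMI counts per gene and cell, all whole numbers, with the mouse and the named cluster of every cell. They hold 4327 and 6326 cells of the WT mice and 9811, 8218 and 7614 cells of the i4F mice, 36296 cells in all. Total UMIs were 16822487 and 20627391 in the WT mice and 60538520, 37752422 and 15469018 in the i4F mice. The median per cell was 2683 and 2757.5 UMIs in the WT mice and 4247, 2512.5 and 1248.5 UMIs in the i4F mice. The fewest genes in a cell were 150, and the highest mitochondrial share was 4.98% in the WT mice and 5.00% in the i4F mice, at the limits the methods state. Cells with under 500 genes made up 41.1% of the library labelled i4F 3 and between 17.5% and 35.4% of the other 4.
The transgene was looked at first, as a check of the labels. The tables list rtTA, which had 16 and 3 UMIs in the WT mice and 2571, 1824 and 722 UMIs in the i4F mice. Pou5f1 (chromosome 17 of GRCm38, 35506018 to 35510772) had 16 and 3 UMIs in the WT mice and 154, 315 and 3 UMIs in the i4F mice, and Sox2 (chromosome 3, 34650405 to 34652461) had 0 and 1 UMI against 15, 40 and 0 UMIs. The library labelled i4F 3 thus carried rtTA at 46.7 CPM (UMIs scaled to a common total per library), beside 42.5 and 48.3 CPM in the other i4F mice, but Pou5f1 and Sox2 at the level of WT mice. Reads of the cassette may not map to Pou5f1 and Sox2, so low counts of these genes do not speak against the label. rtTA was chosen after its values were seen.
The mouse was the replicate in all comparisons. Shares of cells were computed per mouse and compared with an exact two-sided permutation test of the difference in means. The two-sided p is 2 times the smaller tail, as scipy computes it. With 2 mice against 3 there are 10 arrangements and the smallest possible p is 0.2, so this exact test cannot reach 0.05 here. Library names in the labels form 2 series, with WT mouse 1 and the 3 i4F mice in one and WT mouse 2 in the other. Immune cells, NK/T cells, B cells and macrophages were taken from the authors' named clusters. NK cells and T cells share a cluster in the deposited names and no cluster is named for neutrophils, so for these 3 types the immune cells of both genotypes were merged and clustered again as the methods describe (SCTransform, 20 principal components, resolution 0.2). Doublets were kept, as the methods do not mention a step that removes them. Scrublet marked 2.47% to 3.10% of the cells of 4 of these mice as doublets, but only 13 of the 4327 cells of WT mouse 1.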

Uniform Manifold Approximation and Projection (UMAP) representation showed an abundant infiltration of immune cells in response to reprogramming (Fig. 1A). 

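In the authors' clusters, immune cells (the clusters named macrophages, B lymphocytes or NK and T cells) made up 5.15% and 11.8% of the cells of the WT mice and 42.5%, 48.3% and 37.2% of the cells of the i4F mice. This is a mean of 8.47% ± 4.69 (SD, n = 2) in WT and of 42.6% ± 5.57 (SD, n = 3) in i4F mice, a difference of 34.2 percentage points. All 3 i4F mice lay above both WT mice (exact two-sided permutation test, p = 0.2, the smallest that 2 mice against 3 allow). Exact (Clopper-Pearson) 95% intervals of the shares, which cover counting error only, reached from 4.51% to 5.85% in WT mouse 1 and from 36.1% to 38.3% in the library labelled i4F 3, the lowest of the i4F mice. Within the library series that holds both genotypes, WT mouse 1 had 5.15% immune cells and the i4F mice 37.2% to 48.3%, whereas the other series holds no i4F mouse. In edgeR on cell numbers the unadjusted p was 0.0181, and 0.000339 with a replicate block. The block takes the library labelled i4F 3 out of the comparison, and the mice are not stated to be paired. On the log2 scale the ratio of the mean shares was 2.33. Of the alternatives it moved most when WT mouse 2 was left out, to 3.05. A small WT cluster that the authors named lymph nodes (0.878% and 0.790% of the cells) was counted as non-immune, since lymphatic endothelial genes such as Lyve1 and Flt4 mark it. These are shares of captured cells and do not give the number of cells per pancreas.

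**Figure D1:**
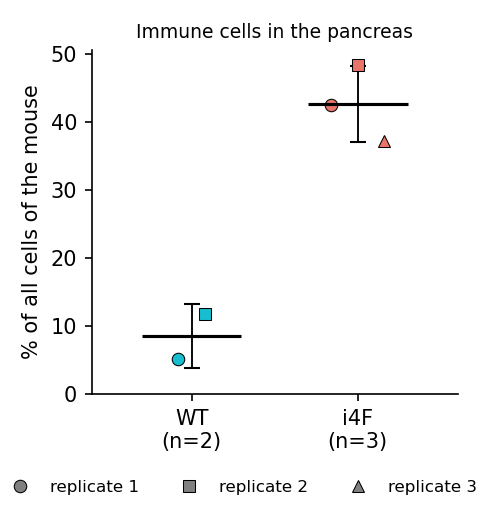
Immune cells as a percentage of all captured cells of each mouse (y axis), for WT (n = 2) and i4F mice (n = 3) on the x axis. Each symbol is a mouse, the symbol's shape gives its replicate number, the horizontal line is the mean and the whiskers are 1 SD. The i4F mice lie between 37.2% and 48.3% and the WT mice at 5.15% and 11.8%.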

Cell clusters were annotated according to their most significantly expressed markers (Fig. 1B; Fig. S1). 

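When the immune cells of WT and i4F mice were merged and clustered again, each cluster was named from a list of markers fixed before the data were examined, and took the type whose markers it enriched most when at least 3 of them were detected. A macrophage-like cluster of 3189 cells was led by Syngr1, Spp1 and Ctsd and included C1qa (chromosome 4 of GRCm38, 136895917 to 136898803) among its 10 leading genes. Saa3, Chil3 and Slpi led a monocyte/MDSC-like cluster of 2538 cells. A neutrophil-like cluster of 860 cells was led by S100a9 (chromosome 3, 90692632 to 90695721), Retnlg and Ngp, and its median of 474 UMIs per cell was the lowest of these clusters. The larger B cell-like cluster (1930 cells) was led by Cd79a (chromosome 7, 24897381 to 24902197), Ms4a1 and Ly6d. The heat-shock genes Hspa1a, Dnajb1 and Hspa1b led a smaller one of 358 cells, of which 310 came from the library labelled i4F 3. Jchain and immunoglobulin genes led 129 plasma cell-like cells. A cluster of 1105 cells led by the MHC class II genes H2-Eb1 and H2-Ab1 and by Mgl2 stayed unnamed, with 2 dendritic cell markers detected. It held 415 of the 463 cells and 104 of the 155 cells of the authors' WT clusters named macrophages.
The cluster with the NK and T cell markers was clustered once more. This gave 1 NK-like cluster of 329 cells, led by Gzma, Xcl1, Nkg7 and Ccl5, and 4 clusters that took the T cell name, of 769, 367, 152 and 108 cells. The heat-shock gene Hspa1a was among the leading genes of the T cell-like cluster of 367 cells, of which 350 came from the library labelled i4F 3. The one of 108 cells was led by Calca, Ccl1 and Gata3, with the cytokine genes Il13 and Il5 among its 10 leading genes and only 1 T cell marker counted there, though 8 were detected. A cluster of 63 cells with the same first 6 genes stayed unnamed at resolution 0.5, so that the T cell name of these 108 cells depends on the clustering. UMIs of Ncr1 (chromosome 7, 4337724 to 4345164), which encodes NKp46, were found in 15.5% of the NK-like cells at a median depth of 1280 UMIs and in 0.104% of the cells of the larger B cell-like cluster, which should lack it, at a median of 910 UMIs. For Klrb1c (chromosome 6, 128778485 to 128789215), which encodes NK1.1, these shares were 18.2% and 0.155%. These shares pool mice that differ. In a clustering that also held caerulein-treated mice, Ncr1, Klrb1c and Klre1 together had 148 and 88 UMIs in 30 and 37 NK-like cells of WT mice. They had 16, 3 and 96 UMIs in 50, 46 and 166 NK-like cells of i4F mice. Cd3d (chromosome 9, 44981786 to 44987339), a T cell gene, was found in 43.5% of the NK-like cells, in 56.3% of the largest T cell-like cluster and in 0.674% of the same B cells, so that the NK-like cluster also holds cells with T cell transcripts. Klrb1c and Klrk1 belong to multigene families whose members can share UMIs.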

We found that NK cells, T cells, neutrophils (NTs), macrophages (Mφ) and B cells were enriched in pancreata undergoing partial reprogramming (Fig. 1B) and their abundance was further supported by immunohistochemistry analysis (Fig. S2). 

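Among all cells of the pancreas, the authors' NK/T cluster rose from 1.79% ± 0.176 (SD, n = 2) in WT to 6.39% ± 5.86 (SD, n = 3) in i4F mice, with all i4F mice above both WT mice (exact two-sided permutation test, p = 0.2, the smallest possible). The shares were 1.66% and 1.91% in WT and 1.98%, 4.16% and 13.0% in i4F mice, and leaving out the library labelled i4F 3 lowered the log2 ratio from 1.84 to 0.78. In edgeR on cell numbers the unadjusted p was 0.0550, and 0.244 with a replicate block, which takes that library out of the comparison. The NK-like cells of the rebuilt clusters, of which 65 in WT and 259 in i4F mice lay in it, made up 0.670% and 0.569% of the cells of the WT mice and 0.499%, 0.572% and 2.21% of the cells of the i4F mice, or 29, 36, 49, 47 and 168 cells. Their mean of 1.09% ± 0.965 in i4F against 0.620% ± 0.0715 in WT mice rests on the library labelled i4F 3, and the other 2 i4F mice lay within the exact 95% intervals of the WT mice (0.449% to 0.961% and 0.399% to 0.787%; exact permutation test, p = 1). Leaving out the library labelled i4F 3 turned the log2 ratio of the means from 0.82 to -0.21, which was its largest change in a fit without a replicate block. T cell-like cells were more frequent in all i4F mice, at 1.5%, 3.59% and 10.9% against 0.901% and 1.31% (p = 0.2, exact permutation test). Without the cluster led by Calca, an alternative chosen after seeing the data, their means were 5.05% and 0.771%. So were the authors' B cells, at 4.86%, 4.50% and 17.8% against 1.09% and 1.75% (p = 0.2 from the same exact test).
Neutrophil-like cells rose from 0.139% and 0.0316% in the WT mice to 3.66%, 5.82% and 0.197% in the i4F mice (exact permutation test, p = 0.2), and in the library labelled i4F 3 they were 15 cells, with an exact 95% interval of 0.110% to 0.325% that overlaps that of WT mouse 1 (0.0509% to 0.302%). The authors' macrophage clusters held 2.40% and 8.13% of the cells of the WT mice and 35.6%, 39.6% and 6.30% of the cells of the i4F mice. Their mean was 27.2% ± 18.2 against 5.26% ± 4.05, but the library labelled i4F 3 lay below WT mouse 2 (exact permutation test, p = 0.4). Of the 809 cells of the second i4F macrophage cluster, 799 were also counted here as neutrophil-like. Without the neutrophil-like cells, an alternative chosen after seeing the data, the mean macrophage share was 24.0% in i4F and 5.18% in WT mice. Adjusted by Benjamini-Hochberg over the 5 cell types, the exact test gave p = 0.333 for T cells, B cells and neutrophils, 0.5 for macrophages and 1 for NK cells. In edgeR on cell numbers the adjusted p was 0.0143 for T cells and for B cells, 0.0209 for macrophages and 0.000301 for neutrophils. For NK cells it was 0.407. The same types were called with a replicate block. The classes of this test overlap and share a spread, so that its p-values are approximate. It also held the caerulein mice and took NK-like, T cell-like and neutrophil-like cells from a clustering of all 3 conditions. That clustering had 26 and 64 T cell-like cells in the WT mice, against 39 and 83 behind the shares above. Within the library series that holds both genotypes, WT mouse 1 lay below all 3 i4F mice for T cells, B cells, macrophages and neutrophils, and above 2 of the 3 for NK cells.
Among immune cells alone, none of the 5 types separated the genotypes with all mice kept. NK-like cells were 8.92% ± 5.78 of the immune cells in WT and 2.77% ± 2.75 in i4F mice, T cell-like cells 14.3% ± 4.50 and 13.5% ± 13.9, B cells 18.0% ± 4.38 and 22.9% ± 21.7, macrophages 57.8% ± 15.7 and 61.0% ± 38.1, and neutrophil-like cells 1.48% ± 1.71 and 7.06% ± 5.91 (exact permutation tests, p between 0.4 and 1). This rests on the library labelled i4F 3, since without it all 5 types separated the genotypes. NK-like cells (1.18% in each of the other i4F mice against 13.0% and 4.83%), T cell-like cells and B cells were then lower in i4F mice. Macrophages (83.9% and 82.1% against 46.6% and 68.9%) and neutrophil-like cells were higher. From the clusters of the merged immune cells in Fig. 1B and from immunohistochemistry of the tissue, the paper concludes that these 5 populations are enriched in the pancreas during partial reprogramming. It then turned to flow cytometry of other mice, with and without p53, and to NK cytotoxicity genes in published bulk data. On these grounds it chose NK cells for detailed study, and also explored macrophages and Gr1+ cells.

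**Figure D2:**
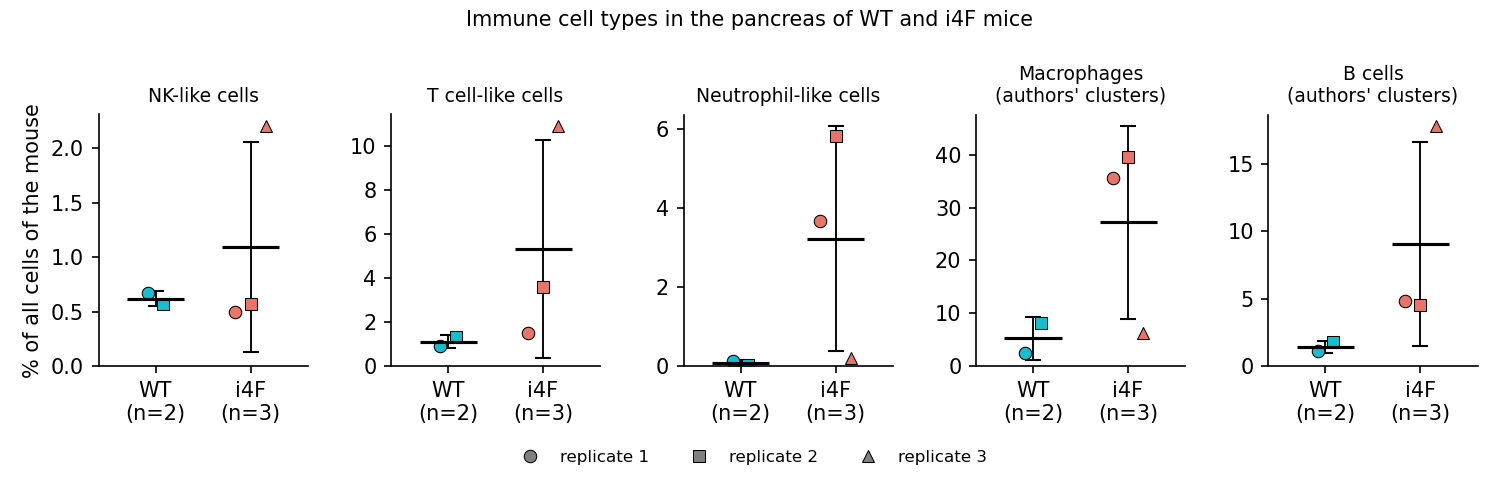
Cells of 5 immune types as a percentage of all captured cells of each mouse (y axes, each with its own scale), for WT (n = 2) and i4F mice (n = 3). Symbols are mice with the shape giving the replicate number, horizontal lines are means and whiskers are 1 SD. The triangle in the i4F column is the library labelled i4F 3, which is highest for NK-like cells (2.21%), T cells (10.9%) and B cells (17.8%) and lowest for neutrophils (0.197%) and macrophages (6.30%).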

Of note, the enrichment of NK cells was unique to the pancreas and was not observed in spleen and lymph nodes (Fig. S3). The relative abundance of other immune cell populations tested in spleen and lymph nodes remained unchanged, with the exception of Mφ and NTs, which were enriched in spleen (Fig. S3). We wondered whether the magnitude of immune infiltration in the pancreas would positively correlate with the extent of tissue dysplasia evoked by OSKM expression. As previously reported, *i4F;p53*-null mice are more prone to undergo reprogramming than are *i4F* mice with functional p53 (Mosteiro et al., 2016). We found by flow cytometry a higher proportion of CD45^+^ immune cells in *i4F;p53*-null pancreata compared with their *i4F* counterparts, indicating that the degree of reprogramming correlates with the extent of immune cell infiltration in the pancreas (Fig. 1C). The most abundant cell types infiltrating the reprogramming pancreas belonged to the innate immune system, in particular F4/80^+^ and CD11b^+^ cells (which mostly correspond to Mφ), Gr1^+^ cells (which mostly correspond to NTs and myeloid-derived suppressor cells or MDSCs) and NK cells (Fig. 1C). Of note, bulk transcriptomics analysis performed in the pancreas of *i4F;p53*-null mice revealed a significant enrichment in NK cell cytotoxicity-associated genes [Kyoto Encyclopaedia of Genes and Genomes (KEGG) entry: mmu04650] compared with *i4F* mice (Mosteiro et al., 2016) (Fig. 1D). Based on these observations, we decided to study in detail the role of NK cells during reprogramming as well as exploring the role of Mφ and Gr1^+^ cells.

**Fig. 1.**
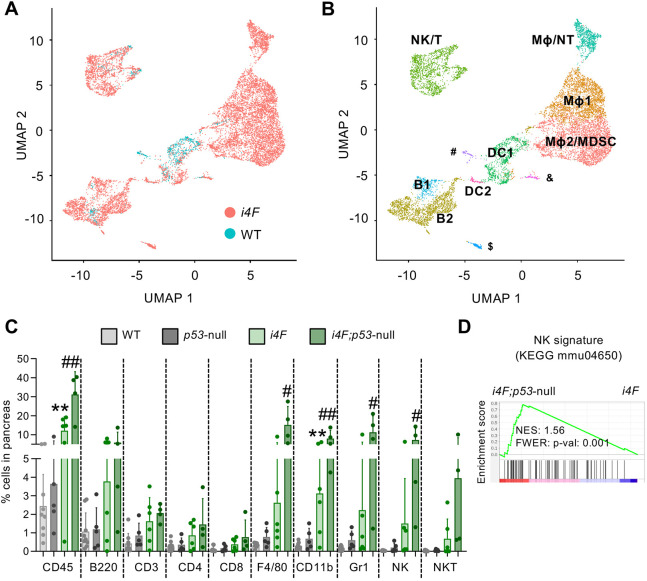
**Immune cell populations infiltrate the pancreas during *in vivo* reprogramming.** (A) UMAP plot visualizing immune cell infiltrates in the pancreas. WT (*n*=2) and *i4F* (*n*=3) mice were treated with doxycycline in the drinking water (1 mg/ml) for 1 week to induce partial reprogramming. (B) UMAP plot of immune cell populations. Clusters were annotated using the most-significant markers of each cluster and the FindAllMarkers function of Seurat (v3). The minor clusters correspond to endothelial cells (#), stellate cells (&) and marginal zone B cells ($). (C) Flow cytometry analysis of the main immune populations infiltrating the pancreas after WT (*n*=9), *p53*-null (*n*=5), *i4F* (*n*=6) and *i4F*;*p53*-null (*n*=4) mice were treated with doxycycline for 7 days. Cells were gated from DAPI^−^/CD45^+^ cells. Data are pooled from two independent experiments and represent mean±s.e.m. **P<0.01 (WT versus *i4F*) and ^#^*P*<0.05, ^##^*P*<0.01 (*i4F* versus *i4F*;*p53*-null) evaluated using the unpaired two-tailed Student's *t*-test. (D) Previously published RNA-seq data generated in our laboratory (Mosteiro et al., 2016) from the pancreas of *i4F* and *i4F*;*p53*-null (high-reprogramming) mice were used to perform gene set enrichment analysis (GSEA) against a published signature (KEGG entry: mmu04650) of NK cell-mediated cytotoxicity. B, B cells; DC, dendritic cells; Mφ, macrophages; MDSC, myeloid derived suppressor cells; NK, natural killer cells; NT, neutrophils; T, T cells.

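Of the minor clusters, the merged immune cells clustered again at resolution 0.2 gave a stellate cell-like cluster of 100 cells led by Dcn, Mgp and Sparc, with 4 and 26 cells from the WT mice and 39, 24 and 7 cells from the i4F mice. Endothelial cells formed no cluster of their own at this resolution. At resolution 0.5 they formed one of 52 cells led by Fabp4, Flt1 and Ly6c1, with 3 and 10 cells from the WT mice and 10, 6 and 23 cells from the i4F mice. No cluster took the name of marginal zone B cells at either resolution. A cluster that the deposited names call follicular B lymphocytes holds 118 i4F cells, of which 112 fell into the plasma cell-like cluster.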

### NK cells eliminate partially reprogrammed cells *in vitro*

To investigate whether NK cells can directly interfere with the early stages of reprogramming, we performed co-culture experiments. Previous to this, we confirmed that our co-culture medium (containing IL2 and IL15) did not affect the function of NK cells or the reprogramming of fibroblasts, when tested separately (Fig. S4A-C). We then co-cultured primed splenic WT NK cells with *i4F* mouse embryonic fibroblasts (MEFs) at different effector:target (E:T) ratios from day 2 to day 6 of *in vitro* reprogramming, which corresponds to the stage of partial reprogramming. On day 6, NK cells were removed from the culture and reprogramming was continued in standard iPSC medium until formation of iPSC colonies (scored on day 11) (Fig. 2A). Interestingly, we observed that the number of alkaline phosphatase (AP)-positive iPSC colonies was inversely proportional to the number of NK cells in the medium (Fig. 2B,C). At the end of the reprogramming assay (day 11), those plates co-cultured with the highest amount of NK cells had no evidence of surviving fibroblasts, indicating the complete killing of the reprogramming fibroblasts (Fig. 2C). In contrast, non-reprogramming fibroblasts co-cultured with the same amount of NK cells remained viable at the end of the experiment (Fig. 2C). This result indicates that cells undergoing OSKM-induced reprogramming are targeted by NK cells for elimination.

**Fig. 2.**
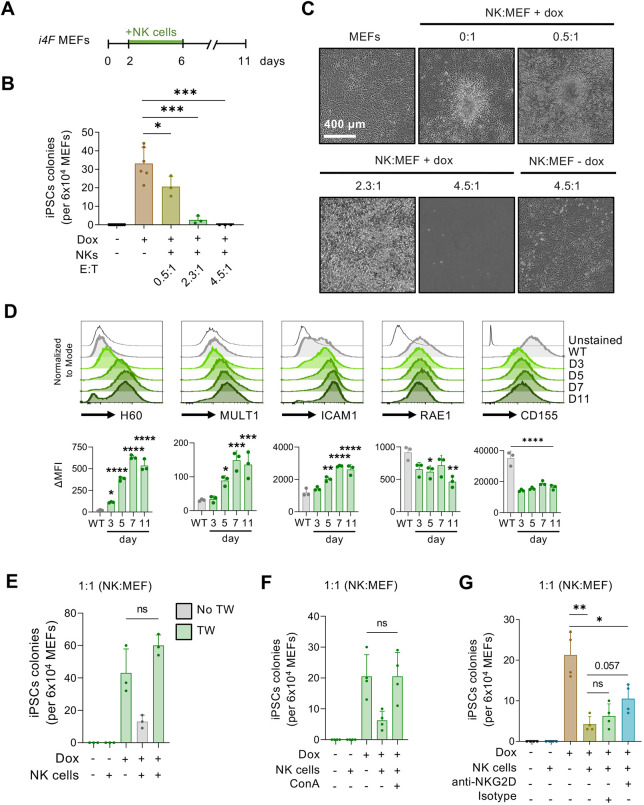
**NK cells eliminate partially reprogrammed cells *in vitro*.** (A) *i4F* MEFs were reprogrammed *in vitro* with doxycycline (Dox; 1 μg/ml) for 11 days. From days 2 to 6, primed NK cells were added to the medium and cells were then co-cultured for 5 days in co-culture medium. On day 11, iPSC colonies were scored by AP staining. (B,C) Quantification (B) and representative images (C) of NK cells co-cultured with *i4F* MEFs with or without doxycycline at E:T (NK:MEF) ratios of 0.5:1, 2.3:1 and 4.5:1. Data pooled from two independent experiments. (D) Delta mean fluorescent intensity (ΔMFI) of the total H60, MULT1, ICAM1, RAE1 and CD155 expression in *i4F* MEFs reprogrammed with doxycycline (1 μg/ml) at different time points (*n*=3). (E) Co-culture experiment in which primed NK cells were seeded in Transwells (TW) at an NK:MEF ratio of 1:1 to avoid cell–cell contact (*n*=3). (F) Co-culture experiment using ConA to disrupt the function of lytic granules secreted by NK cells at an NK:MEF ratio of 1:1 (*n*=4). (G) Co-culture experiment using the blocking antibody anti-NKG2D, which was added to the medium on days 2 and 4 of reprogramming (*n*=4). All data are mean±s.d.; *P<0.05, **P<0.001, ***P<0.001, ****P<0.0001 evaluated using the unpaired two-tailed Student's *t*-test (B,E-G) or one-way ANOVA (D). ns, not significant.

The NK receptors NKG2D [KLRK1; which binds to RAE1, MULT1 (ULBP1) and H60 ligands in mouse cells] (Cerwenka et al., 2000; Carayannopoulos et al., 2002), LFA-1 (ITGAL; which interacts with ICAM1) (Chong et al., 1994) and DNAM-1 [CD226; activated by CD155 (PVR) in mouse] (Stanietsky et al., 2013) have been described as major signalling molecules for NK activation. We studied the expression kinetics of these ligands in reprogramming MEFs by flow cytometry. We observed upregulation of the NKG2D ligands H60 and MULT1 (Fig. 2D). In line with previous observations by flow cytometry (Schwarz et al., 2018), we also detected a progressive upregulation of ICAM1 over the course of reprogramming. We did not observe upregulation of RAE1 and CD155. Taken together, these results show that cells undergoing reprogramming exhibit enhanced expression of a subset of NK stimulatory ligands. We next investigated whether NK-activating ligands are also upregulated during *in vitro* human cell reprogramming using previously published scRNA-seq data from human dermal fibroblasts reprogrammed to naïve iPSCs (Liu et al., 2020). Interestingly, these data showed upregulation of the NK-activating ligand *MICB* together with downregulation of the NK-inhibitory ligands *HLA-A* and *HLA-E* (Fig. S5). These observations suggest that, similar to mouse cells, human cells undergoing reprogramming also become potential targets for NK cells.

To gain mechanistic insights into the role of NK cells during *in vitro* reprogramming, we first asked whether NK cells require physical contact with partially reprogrammed target cells. To address this, we co-cultured primed NK cells with *i4F*-MEFs in Transwell plates. No significant differences were detected in the number of iPSC colonies between *i4F*-MEFs cultured with or without NK cells in Transwells (Fig. 2D). We then tested, in direct co-culture conditions, the involvement of cytotoxic granules in the killing process by using the v-ATPase inhibitor concanamycin A (ConA), which prevents the release of lytic granules by activated NK cells. The presence of ConA abolished the inhibitory action of NK cells on iPSC formation (Fig. 2E). Collectively, these data indicate that partially reprogrammed cells are lysed by NK cells in a process involving direct contact with their target and release of lytic granules.

To evaluate the implication of the NKG2D/ligand interaction in NK cell-mediated recognition and elimination of cells undergoing reprogramming, we co-cultured NK cells and *i4F*-MEFs with an NKG2D-blocking antibody or with the corresponding isotype control. Under this setting, we found that anti-NKG2D treatment partially suppressed the inhibitory effect of NK cells on reprogramming (Fig. 2F). Therefore, these data demonstrate that NK cells target early reprogramming cells via, at least in part, engagement of the NKG2D receptor.

### NK cells activate and degranulate during *in vivo* reprogramming

To dissect the role of NK cells recruited to the pancreas during *in vivo* reprogramming, we analysed the expression of NK-activating ligands in the pancreata of *i4F* mice at an intermediate stage of reprogramming (7 days of doxycycline treatment). In line with our *in vitro* observations, NK-activating ligands were transcriptionally upregulated in the pancreata of *i4F* mice compared with their WT counterparts. By flow cytometry of non-immune cells (CD45^−^ cells), we observed significant upregulation of RAE1, MULT1, ICAM1 and CD155 ligands in pancreas undergoing partial reprogramming (Fig. 3A). In some cases (i.e. *Icam1* and *Cd155*), this was accompanied by a significant increase in mRNA levels (Fig. 3B). We surmise that the different behaviour of CD155 in pancreas versus cultured fibroblasts reflects cell type-specific differences. These results prompted us to examine the localization of infiltrating NK cells in the pancreata of partially reprogrammed mice. Notably, we found NK cells directly surrounding dysplastic cells in pancreas undergoing partial reprogramming (Fig. 3C). In control pancreas, NK cells were only detected within the blood vessels. To further characterize the NK cells infiltrating pancreas during the process of reprogramming, we used cell surface markers to profile the activation status of NK cells at different time points (Fig. 3D). We observed a modest transient cell surface increase in NKG2D on day 3. The transient nature of NKG2D elevation in the cell surface is consistent with the idea that NKG2D engagement by membrane-bound ligands triggers its internalization, which is necessary for intracellular signalling (Coudert et al., 2005; Oppenheim et al., 2005; Wiemann et al., 2005). Interestingly, as early as 5 days after initiating reprogramming, NK cells significantly upregulated the degranulation marker CD107a (also known as LAMP1) (Alter et al., 2004). Finally, we also observed an upregulation of the inhibitory receptors LY49C and LY49I (members of the KLRA family detected together as LY49C/I) and NKG2A (KLRC1), likely reflecting a progressive exhaustion (Ablamunits et al., 2011; Sun et al., 2017). Interestingly, double-positive CD107a^+^ NKG2A^+^ NK cells were progressively upregulated as reprogramming progressed, and these markers were also highly positively correlated when examined separately, suggesting an association between degranulation and inhibition of NK cells. Collectively, these findings indicate that, upon infiltrating the reprogramming pancreas, NK cells manifest hallmarks of activation, including degranulation and upregulation of inhibitory receptors.

**Fig. 3.**
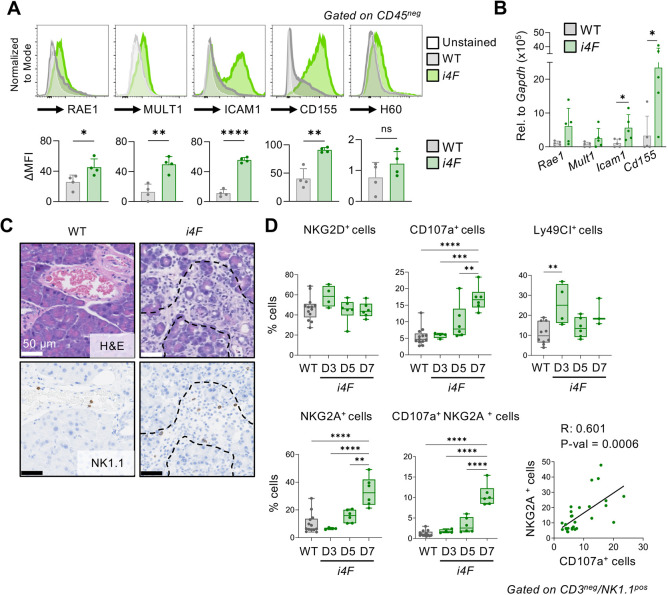
**NK cells recruited to the pancreas of *i4F* mice release lytic granules upon ligand-dependent activation.** (A) Delta mean fluorescent intensity (ΔMFI) of the total RAE1, MULT1, ICAM1, CD155 and RAE1 expression in pancreas of WT and *i4F* mice treated with doxycycline (1 mg/ml) for 7 days (*n*=4). (B) WT and *i4F* mice were treated with doxycycline (1 mg/ml) for 7 days and expression levels of NK-activating ligands (*Rae1*, *Mult1*, *Icam1* and *CD155*) in pancreatic tissue were assessed by RT-qPCR (*n*=5). Data in A,B are mean±s.d. *P<0.05, **P<0.01, ****P<0.0001 evaluated using the unpaired two-tailed Student's *t*-test. (C) Representative H&E (above) and NK1.1 staining (below) of pancreata of WT and *i4F* mice treated with doxycycline for 7 days (*n*=5). (D) Subpopulations of infiltrating NK cells in pancreas undergoing reprogramming on days 3 (D3), 5 (D5) and 7 (D7) of doxycycline treatment. Cell populations were gated on CD3^−^/NK1.1^+^ cells and stained for the indicated activation, degranulation and inhibitory markers. Correlation of NKG2A^+^ and CD107a^+^ cells includes all time points. In the box-and-whisker plots, boxes show median and upper and lower quartiles, and whiskers indicate minimum and maximum values; **P<0.01, ***P<0.001, ****P<0.0001 evaluated using one-way ANOVA (data pooled from four independent experiments).

### NK cells are a barrier for *in vivo* reprogramming in the pancreas

Based on the above findings, we hypothesized that NK cells might limit *in vivo* reprogramming. We first addressed the question of whether the activity of NK cells was affected by the activation of our transgenic OSKM allele. We confirmed that the OSKM transgene was upregulated in splenic NK cells after 7 days of treatment of *i4F* mice with doxycycline (Fig. S6A). We then isolated NK cells from the spleen of *i4F* and WT mice treated with doxycycline for 5 days *in vivo*. These NK cell isolates were then primed *in vitro* for 6 days with the cytokines IL2 and IL15, while maintaining the presence of doxycycline. Finally, NK activity was measured using YAC-1 cells as target cells, which are sensitive to NK clearance as a result of the lack of MHCI expression (Cikes et al., 1973). The percentage of dead (DAPI^+^) YAC-1 cells did not vary between WT and *i4F* NK cells (Fig. S6B). This result indicates that the expression of our reprogramming OSKM cassette did not significantly alter the activity of NK cells during the time frame of *in vivo* reprogramming studied in the pancreas.

Having established that NK activity was not significantly affected by OSKM expression in our mouse model, we then addressed the effect of eliminating NK cells on partial reprogramming. To do so, we depleted NK cells using a monoclonal antibody against NK1.1 (KLRB1C), and NK depletion was confirmed by flow cytometry using anti-NKp46 (NCR1) (Fig. 4A,B). We noted that NK1.1-depleted reprogrammed mice suffered more profound weight loss compared with reprogrammed mice treated with isotype control (Fig. S7A). Moreover, serum amylase levels, which increased proportionally to the levels of dysplasia in our mouse model (Fig. S7B), were significantly upregulated in anti-NK1.1-treated *i4F* mice compared with isotype control-treated *i4F* mice (Fig. S7C). Histologically, the absence of NK1.1^+^ cells resulted in larger areas of pancreatic dysplasia and a higher number of NANOG^+^ cells, a marker of the late stages of reprogramming (Fig. 4C). Based on these results, we propose that NK cells hinder the process of *in vivo* reprogramming by eliminating emerging partially reprogrammed cells. To further strengthen this hypothesis, we tested whether the adoptive transfer of exogenous NK cells reduced the normal levels of reprogramming in the pancreas. Thus, NK cells from WT donor mice were injected on day 3 of reprogramming. Importantly, exogenous transfer of NK cells dramatically reduced the efficiency of reprogramming, and no NANOG^+^ cells were detected (Fig. 4C).

**Fig. 4.**
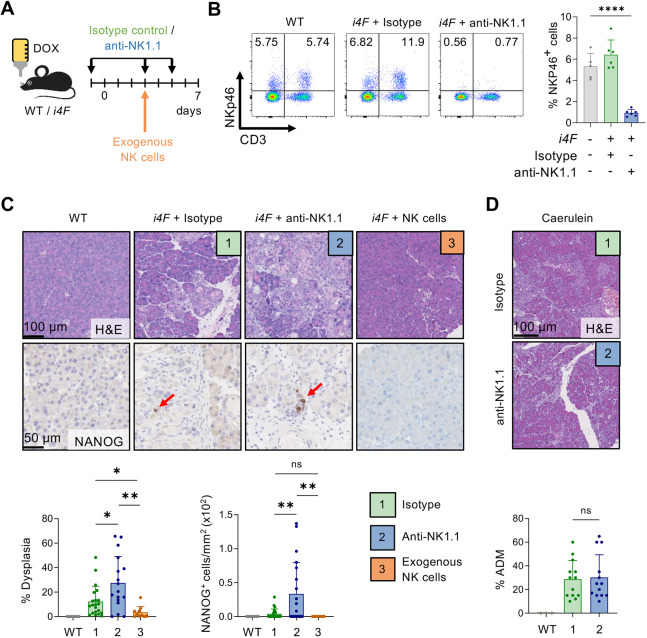
**NK cells are an extrinsic barrier for *in vivo* reprogramming.** (A) WT (*n*=10) and *i4F* mice were treated with doxycycline (Dox; 1 mg/ml) for 7 days. *i4F* mice were treated with either isotype control antibody (1) (*n*=21) or anti-NK1.1 antibody (2) (*n*=17) (days −1, 3 and 5), or received adoptive transfer of 3.8×10^6^ NK cells on day 3 of reprogramming (3) (*n*=10). (B) Representative flow cytometry plots and quantification of NK cells in blood of randomly selected mice on day 5 of reprogramming. NK cells were gated as CD3^−^/NKp46^+^ cells (*n*=5 for WT+dox and *n*=6 for *i4F*+isotype and *i4F*+anti-NK1.1 groups). (C) Representative H&E and NANOG staining of pancreatic tissue (upper) and quantifications of the percentage of dysplasia and number of NANOG^+^ cells (lower). Data pooled from five independent experiments in conditions 1 and 2, and from two independent experiments in condition 3. (D) Representative H&E images of caerulein-induced pancreatitis (100 mg/kg, 7 times/day) treated for 2 days with either isotype control or anti-NK1.1 (*n*=13) (upper). Quantification of the percentage of acinar-to-ductal metaplasia (ADM) in the pancreata. All data are mean±s.d.; *P<0.05, **P<0.01, ****P<0.0001 evaluated using the unpaired two-tailed Student's *t*-test. ns, not significant.

We also examined whether NK cells have a role in other models of tissue plasticity in the pancreas. In particular, we focused on caerulein treatment, which is known to induce acinar-to-ductal metaplasia (ADM), a histological lesion that also implies reversible changes in cell identity (Shibata et al., 2018). Importantly, NK1.1^+^ cell ablation did not alter the amount of caerulein-induced ADM (Fig. 4D). These results reinforce the concept that NK cells are particularly relevant during *in vivo* partial reprogramming.

Finally, we focused on two other immunological cell populations that also infiltrate the pancreas during reprogramming, namely, Mφ and Gr1^+^ cells, the latter including NTs and MDSCs (Fig. 1C). Clodronate-mediated depletion of phagocytic cells (Fig. 5A,B) failed to modify the reprogramming process significantly (Fig. 5C). To deplete Gr1^+^ cells, we used an anti-Gr1 antibody (clone RB6-8C5) that recognizes the antigenic markers Ly6G and Ly6C, mostly expressed in NTs and MDSCs (Fig. 5D,E). Interestingly, anti-Gr1 treatment strongly reduced reprogramming in the pancreas (Fig. 5D). Considering that NTs and MDSCs suppress the activity of NK cells in different contexts, such as cancer (Bruno et al., 2019; Li et al., 2020; Sun et al., 2020; Zalfa and Paust, 2021), these results are consistent with a scenario in which NK cells are negatively regulated by infiltrating Gr1^+^ cells.

**Fig. 5.**
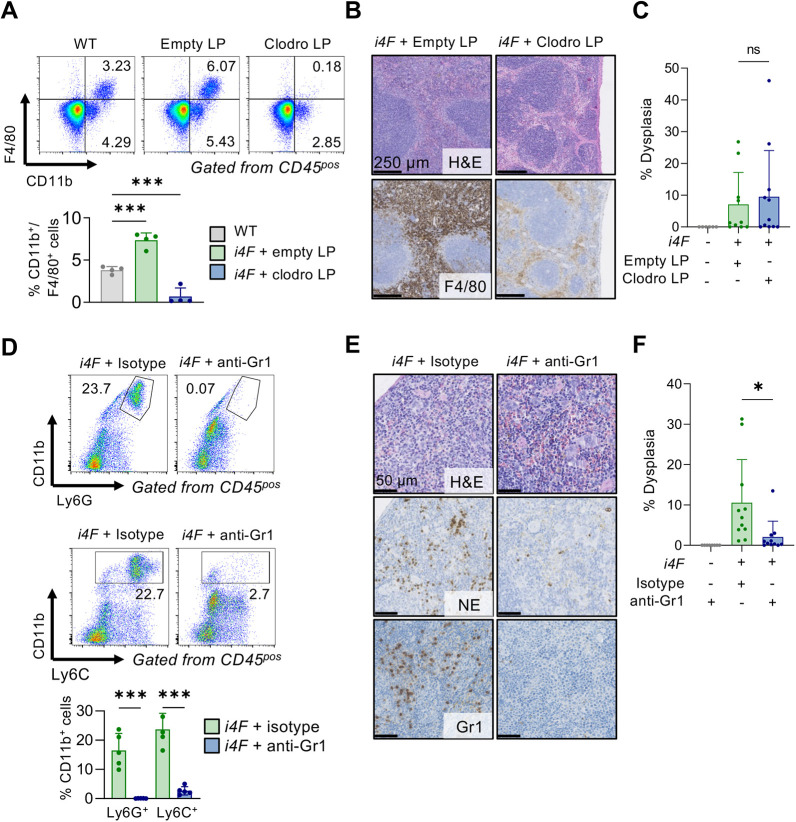
**Mφ and Gr1^+^ cell depletion during *in vivo* reprogramming.** (A) Representative flow cytometry plots and quantification of F4/80 and CD11b double-positive populations in blood 16 h after liposome (LP) were administered intraperitoneally on day 3 of reprogramming. Mice were randomly selected (*n*=4). Cells were gated from CD45^+^ cells. (B) Representative H&E and F4/80 immunohistochemistry of the spleen of mice treated with doxycycline and empty or clodronate LP for 7 days. (C) Dysplasia quantification in the pancreas of mice reprogrammed with empty or clodronate LP for 7 days (*n*=6 for WT, *n*=10 for empty LP and *n*=11 for clodronate LP groups). (D) Representative flow cytometry plots and quantification of Ly6C and CD11b, and Ly6G and CD11b populations in blood on day 5 from reprogramming from mice treated with anti-*Gr1* or isotype control antibodies. Cells were gated from CD45^+^ cells. (E) Representative H&E, neutrophil elastase (NE) and *Gr1* immunohistochemistry in the spleen of partially reprogrammed mice treated with anti-*Gr1* or isotype control antibodies for 7 days. (F) Dysplasia quantification in the pancreas of mice reprogrammed for 7 days with either anti-*Gr1* or isotype control (*n*=8 for WT and *n*=11 for *i4F* and anti-*Gr1* groups). All data are mean±s.d.; *P<0.05, ***P<0.001 evaluated using the unpaired two-tailed Student's *t*-test. ns, not significant.

### NK cells are a barrier for *in vivo* reprogramming in the liver

To further test the role of NK cells during *in vivo* reprogramming, we shifted to a different experimental model previously reported by us, based on the delivery of the four Yamanaka factors using adeno-associated viruses (AAVs) (Senís et al., 2018). WT mice were inoculated with a mixture of AAV8 viruses, which exhibit high tropism for the liver (Zincarelli et al., 2008), carrying each of the four Yamanaka factors and GFP. As a readout and for simplicity, rather than testing partial reprogramming, we allowed the process to continue until full reprogramming and measured the formation of teratomas (Fig. 6A). Importantly, NK1.1-depleted mice developed teratomas earlier compared with mice with NK cells, further supporting the negative role of NK cells during *in vivo* reprogramming (Fig. 6B). These observations are compatible with the idea that NK cells act as a general barrier for reprogramming in the liver, similar to what we have reported in the pancreas. However, in this case, we cannot discriminate whether NK cells are acting at the partial reprogramming stage and/or at the later stages of reprogramming and teratoma formation.

**Fig. 6.**
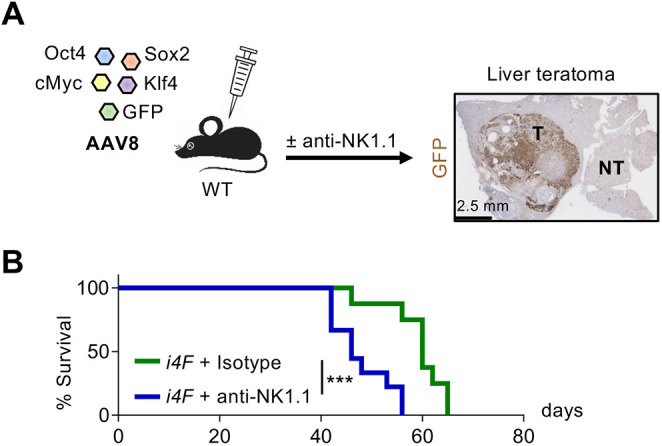
**NK1.1^+^ cell depletion enables full reprogramming and promotes teratoma formation.** (A) WT mice were retro-orbitally injected with scAAV8 SFFV-hCO-O/K/S/M. A scAAV8 vector encoding GFP was additionally added as tracer. Anti-NK1.1 or isotype control antibodies were injected intraperitoneally on days −1, 3 and 5 during the first week, and then once a week until liver teratomas were palpable. (B) Survival curve upon teratoma formation in the liver. Data pooled from two independent experiments (*n*=9). Data are percentage of alive mice; ***P<0.001 evaluated using log-rank (Mantel-Cox) test. NT, nonteratoma; T, teratoma.

### Depletion of NK1.1^+^ cells allows the survival of highly plastic pancreatic cells

To further investigate the role of NK cells as a barrier for reprogramming, we used an *ex vivo* system based on pancreatic organoids as a proxy to monitor the abundance of cells with stem cell-like properties (Clevers, 2016). We reprogrammed mice for 7 days, while treating them with isotype control or anti-NK1.1^+^ antibodies (Fig. 7A). We then prepared single cell pancreatic extracts, and an equal number of cells per condition were embedded in Matrigel in the continuous presence of doxycycline. All organoids grew as homogeneous, hollow spheres composed of a single-layer epithelium, as previously described (Huch et al., 2013). Interestingly, on day 5 post-embedding, organoids originating from anti-NK1.1-treated animals were significantly larger than those derived from *i4F* mice treated with isotype control and, on day 8, the size difference was evident even macroscopically (Fig. 7B). This observation demonstrates that NK cells eliminate partially reprogrammed cells endowed with high plasticity and the capacity to form organoids.

**Fig. 7.**
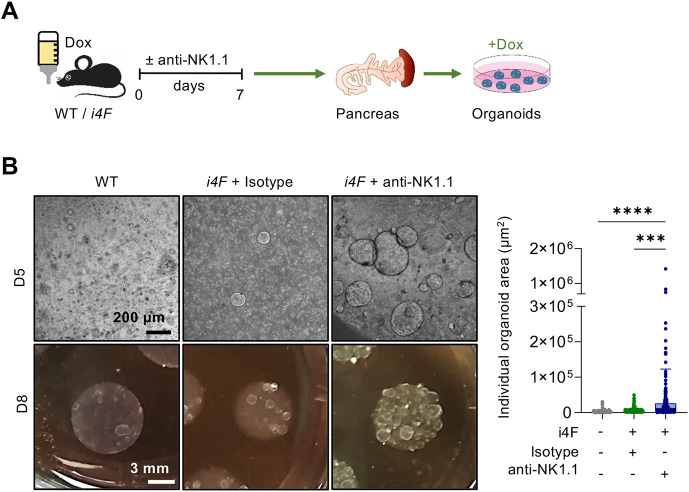
**NK1.1^+^ cell depletion promotes the survival of pancreatic cells with high plasticity.** (A) Mice were treated with doxycycline (Dox) and anti-NK1.1 or isotype control antibodies for 7 days. Pancreata were dissociated to the single cell level and 3×10^5^ cells/well per condition were embedded in Matrigel (*n*=3) (B). Representative images on day 5 (D5) and day 8 (D8) after seeding (left), and quantification of organoids size at D10 (right) (each dot represents one organoid from three biological replicates; ten images were measured per sample). Data are mean±s.d.; ***P<0.001, ****P<0.0001 evaluated using the unpaired two-tailed Student's *t*-test.

## DISCUSSION

In this study, we provide direct evidence that the host immune system and, specifically NK cells, targets partially reprogrammed cells during the first stages of OSKM expression. We show that NK depletion using antibodies significantly improves the efficiency of *in vivo* reprogramming, in both the pancreas and the liver. Conversely, when exogenous NK cells are adoptively transferred to an *i4F* mouse host, dysplastic areas in the pancreas, indicative of partial reprogramming, are barely detectable. These data, together with the infiltration of NK cells in dysplastic tissue, support the notion that NK cells eliminate cells undergoing reprogramming.

Our data also provide insights into the mechanisms by which NK cells target reprogrammed cells. We show *in vivo* and *in vitro* that partially reprogrammed cells upregulate NK-activating ligands. In particular, we observed *in vivo* the upregulation of MULT1, ICAM1 and CD155, which bind and activate the NK receptors NKG2D, LFA1, and DNAM1, respectively. All these receptors are known to stimulate NK killing activity toward target cells expressing their cognate ligands (Chong et al., 1994; Cerwenka et al., 2000; Carayannopoulos et al., 2002; Stanietsky et al., 2013). The NKG2D receptor is one of the best-known stimulating receptors and is relevant in multiple processes involving NK cells, including autoimmune diseases, viral and bacterial infections, and rejection of transplants (Siemaszko et al., 2021). In our *in vitro* co-culture system, blocking anti-NKG2D antibodies partially rescued the formation of iPSC colonies despite the presence of NK cells. We conclude that NKG2D binding is an important process for the activation of NK cells during partial reprogramming. Our results do not exclude the potential contribution of other stimulating receptors, such as LFA1 and DNAM1, to the negative effect of NK cells on reprogramming.

During *in vivo* reprogramming, the protein levels of NKG2D detected by cytometry modestly increased during the early reprogramming phase, although they did not reach statistical significance and rapidly returned to normal levels. This is in line with the concept that NKG2D engagement leads to its endocytosis, and this is important for the appropriate activation of NK cells (Coudert et al., 2005; Oppenheim et al., 2005; Wiemann et al., 2005). We also observed an increase in the cell surface expression of the NK-inhibitory receptor NKG2A. This inhibitory receptor has been associated with NK cell exhaustion in humans (Ablamunits et al., 2011; Sun et al., 2017). Parallel to NKG2A, we also observed a progressive upregulation of the degranulation marker CD107a. Collectively, these findings indicate that NK cells infiltrate partially reprogrammed pancreata and, upon exposure to NK-activating ligands, release lytic granules and upregulate inhibitory receptors, possibly as part of the acquisition of an exhausted phenotype.

Our cytometry data indicated that multiple immune populations, notably Mφ, MDSCs and NTs, accumulate in the pancreas upon *in vivo* reprogramming. No significant changes were detected in reprogramming efficiency when Mφ were depleted using clodronate liposomes. We surmise that this may reflect the presence of Mφ subpopulations with opposing effects on reprogramming, which is in line with the high heterogeneity and plasticity of Mφ. In contrast, depletion of MDSCs and NTs significantly reduced *in vivo* reprogramming in the pancreas. It has been extensively described that MDSCs suppress NK functions in different contexts, such as hepatitis C virus (HCV) infection (Goh et al., 2016), hepatocellular carcinoma (HCC) (Hoechst et al., 2009) and other types of solid and haematological malignancies (Tumino et al., 2021; Zalfa and Paust, 2021). NTs also impair the cytotoxicity and infiltration capability of NK cells in cancer (Spiegel et al., 2016; Li et al., 2020; Sun et al., 2020). Therefore, our data are compatible with a model in which Gr1^+^ cells counteract the cytotoxic activities of NK cells against partially reprogrammed cells.

We wondered whether depletion of NK cells during OSKM expression could facilitate the emergence of cells with progenitor features. To explore this, we examined the capacity of partially reprogrammed pancreatic cells to form organoids. Interestingly, pancreatic organoids derived from NK-depleted mice grew significantly more compared with organoids derived from mice treated with an isotype control. This suggests that the absence of NK cells facilitates the formation of progenitor-like cells *in vivo* upon OSKM expression. In the future, it will be relevant to explore whether organoids from NK-depleted partially reprogrammed tissues display better engraftment properties and improve tissue regeneration compared with organoids from tissues reprogrammed under the surveillance of NK cells.

Cellular dedifferentiation is emerging as a general process during tissue repair and regeneration (Yao and Wang, 2020). The insights obtained in our study, which also involve *in vivo* dedifferentiation, could be applicable to pathophysiological settings of tissue repair that involve NK cells.

## MATERIALS AND METHODS

### Mice

All mice were bred and maintained at the animal facilities of the Barcelona Science Park in strict accordance with Spanish and European Union regulations. Animal procedures were performed according to protocols approved by the Animal Care and Use Ethical Committee (IACUC) of Barcelona Science Park and the Catalan Government. Mice were housed in a specific pathogen-free (SPF) barrier area with access to *ad libitum* standard chow diet. Animal experiments were designed and conducted with consideration of the ARRIVE guidelines and mice were sacrificed when they presented signs of morbidity, in accordance with the Guidelines for Humane Endpoint for Animals Used in Biomedical Research from the Council for International Organization of Medical Sciences (CIOMS). Reprogrammable *i4F* mice were previously generated in the laboratory on a pure C57BL/6J.Ola.Hsd genetic background (Abad et al., 2013). The *i4F-B* strain contains a ubiquitous doxycycline-inducible transgene encoding OSKM inserted in the *Pparg* gene and the reverse tetracycline-controlled transactivator (rtTA) within the *Rosa26* locus. All mice were heterozygous for both OSKM and rtTA transgenes. All experiments were performed with male and female mice of 8-16 weeks of age.

### Animal procedures

Doxycycline hyclate BioChemica (PanReac, 234-198-7, A2951) was administered in the drinking water (1 mg/ml) supplemented with 7.5% sucrose for 7 days. Immune populations were depleted by intraperitoneal injection of 200 μg of anti-NK1.1 (Bio X Cell, clone PK136) or 200 μg of anti-Gr1 (Bio X Cell, clone RB6-8C5) on days −1, 3 and 5 of reprogramming. Isotype controls IgG2a (Bio X Cell, clone C1.18.4) and IgG2b (Bio X Cell, clone LTF-2) were used in control groups, respectively. For the depletion of Mφ, mice were treated with 200 μl of either clodronate or empty liposomes (Liposoma BV, CP-010-010) retro-orbitally on days 1, 3 and 6 of reprogramming. Mild acute pancreatitis was induced by seven intraperitoneal injections, given once per hour, of a pancreatic secretagogue cholecystokinin (CCK) analogue called caerulein (Bachem, 40304510001) at 100 μg/kg for 2 consecutive days. A second group of control animals received injections of PBS only. Mice were sacrificed on day 4 after the first injection. All animals were sacrificed by cervical dislocation, unless blood extraction from the heart was performed. In that case, mice were sacrificed in a CO_2_ chamber.

### NK cell isolation and adoptive transfer

NK cells were enriched from the spleen of WT C57BL/6J mice via negative selection (Miltenyi Biotec NK cell isolation kit, 130-115-818) and treated with 50 U/ml IL2 (PeproTech, 212-12) and 50 ng/ml IL15 (PeproTech, 210-15) for 24 h in 96 well-plates with U-shaped bottoms (1×10^5^ NK cells/well). NK cell culture medium comprised RPMI-1640 (Sigma-Aldrich, R8758) supplemented with 10% fetal bovine serum (FBS) (10270106), 2 mM l-glutamine (25030024), 100 μg/ml penicillin-streptomycin (15070063), 10 mM HEPES (15630056), non-essential amino acids (11140035, all from Life Technologies), and 0.5 mM sodium pyruvate (Gibco, 11360-070). The following day (day 3 of reprogramming), 3.8×10^6^ NK cells were injected retro-orbitally into recipient mice in 150 μl PBS.

### scAAV8 injections

AAV8 virus was kindly provided by Dr Dirk Grimm (Heidelberg University Hospital, Germany) and was produced as previously described (Senís et al., 2018). WT male mice were retro-orbitally injected with scAAV8 SFFV-hCO-O/K/S/M vectors at doses of 1×10^11^ vg/vector. A scAAV8 vector encoding GFP was added as a tracer at the same concentrations. Throughout the experiment, 200 μg of anti-NK1.1 (clone PK136) or its isotype control, IgG2a (clone C1.18.4), were injected intraperitoneally on days −1, 3 and 5 during the first week, and then once a week until the end of the experiment. Mice were sacrificed when teratomas were palpable.

### Single cell preprocessing and analysis

To isolate all pancreatic cell types, tissue was digested using 1 mg/ml collagenase P (Sigma-Aldrich, 11213865001), 2 U/ml dispase II (Life Technologies, 17105041), 0.1 mg/ml soybean trypsin inhibitor (Life Technologies, 17075-029) and 0.1 mg/ml DNase I (Sigma-Aldrich, D4513) in HBSS with Ca^2+/^Mg^2+^ (Life Technologies, 14025050). Tissue dissociation was performed using the gentle MACS™ Octo Dissociator (Miltenyi Biotech) at 37°C for 40 min. The tissue was further digested with 0.05% trypsin-EDTA (Life Technologies, 25300062) for 5 min at 37°C and erythrocytes were removed with red blood cell lysis buffer (BioLegend, 420301). Cells were loaded onto a 10x Chromium Single Cell Controller chip B (10x Genomics) as described in the manufacturer's protocol (Chromium Single Cell 3′ GEM, Library & Gel Bead Kit v3, PN-1000075). Generation of gel beads in emulsion (GEMs), barcoding, GEM-RT clean up, cDNA amplification and library construction were performed following the manufacturer's recommendations. Libraries were loaded at a concentration of 1.8 pM and sequenced in an asymmetrical pair-end format in a NextSeq500 instrument (Illumina). For data analysis, chromium 10x v3 sequencing files were demultiplexed, aligned to the reference genome [GRCm38 (mm10)] and counts were generated using Cell Ranger software. Barcodes, features and count matrices were loaded into Seurat (v3) for downstream analysis. Each condition (WT and *i4F*) was analysed separately as a merge from the corresponding replicates. Ambient RNA contamination was estimated and corrected using SoupX (Young and Behjati, 2020). Cells expressing less than 150 genes and more than 5% of mitochondrial genes were excluded. Dimensionality of the datasets was set to the first 20 principal components based on the result of the JackStraw analysis and the stabilization of the elbow plot. Normalization was carried out using the SCTranform function (Hafemeister and Satija, 2019). Cluster stability was visualized at different resolutions using clustree (Zappia and Oshlack, 2018). Resolution was set to 0.2 for the two datasets (WT and *i4F*). Clusters were manually annotated based on the significant markers using the FindAllMarkers function. Immune cells for each dataset were extracted as raw counts and merged for the immune combined analysis. Normalization, dimensionality reduction, clustering and cell annotation were carried out in the immune dataset as mentioned above. All datasets were visualized using UMAP projection (Becht et al., 2019).

### Amylase analysis

Serum was obtained from WT (*n*=6) and *i4F* mice treated with isotype control (*n*=6) or anti-NK1.1 antibodies (*n*=6) on day 7 of doxycycline (1 mg/ml) administration in water. Samples were analysed with an amylase kit (Spinreact, SP41201) in a Spinlab 100 (Spinreact, 9-9059) machine.

### Cell culture

Primary MEFs were obtained from *i4F* embryos at embryonic day (E) 13.5 as previously described (Serrano et al., 1997). MEFs were maintained in Dulbecco's modified Eagle's medium (DMEM) (Life Technologies, 10569010) supplemented with 10% heat-inactivated FBS (Life Technologies, 10270106) and penicillin-streptomycin (Life Technologies, 15070063). At passage 1, 6×10^4^ MEFs were seeded in 12 well-plates (Corning, 353043) or 3×10^6^ MEFs were seeded in six-well plates (Corning, 353046), according to the experiment, and cultured with iPSC medium, comprising high-glucose DMEM (Life Technologies, 10569010) supplemented with 15% KnockOut Serum Replacement (KSR) (Life Technologies, 10828028), leukaemia inhibitory factor (LIF) (1000 U/ml; Merck Chemicals, ESG1107), nonessential amino acids (Life Technologies, 11140035), penicillin-streptomycin and 100 μM β-mercaptoethanol (Life Technologies, 31350010). Cells were treated with doxycycline (Sigma-Aldrich, A2951.0025) at 1 μg/ml to induce OSKM-cassette expression. Medium was changed every other day until iPSC colonies appeared on day 11. Cells were then fixed with 4% paraformaldehyde (Aname SL, 15710), washed with PBS and incubated from 30 min to 1 h in AP Blue Membrane Substrate Solution (Sigma-Aldrich, AB0300). AP^+^ colonies per well were scored to determine the efficiency of reprogramming. Cells were maintained in a humidified incubator at 37°C with 5% CO_2_. Cultures were routinely tested for mycoplasma and were always negative.

### Co-culture experiments

For co-culture experiments, NK cells were isolated and activated *in vitro* overnight as described above. NK cells were co-cultured with MEFs from day 2 to day 6 of *in vitro* reprogramming in co-culture medium comprising DMEM (containing l-glutamine and sodium pyruvate) (Life Technologies, 10569010) supplemented with 10% FBS (Life Technologies, 10270106), LIF (1000 U/ml), nonessential amino acids, 10 mM HEPES, penicillin-streptomycin, 100 μM β-mercaptoethanol, 50 U/ml IL2, 50 ng/ml IL15 and doxycycline (1 μg/ml). On day 6, NKs were removed and the culture was washed with PBS once before adding iPSC medium with doxycycline. *In vitro* reprogramming continued until the appearance of iPSC colonies around day 11. Conditions with different E:T ratios (NK:MEF) were used in the same experimental setup (0.5:1, 2.3:1 and 4.5:1). Reprogrammed MEFs non-co-cultured with NK cells were also cultured in the presence of co-culture medium from day 2 to day 6. To test the kill mechanism, NK:MEF co-culture was performed in the presence of the granule exocytosis inhibitor ConA (100 nM) (Life Science, 27689) at an E:T ratio of 1:1.

For the Transwell experiment, NK cells were seeded on top of 12 mm Transwell with 0.4 µm Pore Polycarbonate Membrane Insert (Corning, 3401) on day 2 of reprogramming (E:T ratio 1:1). Transwells were removed on day 6 of reprogramming. NKG2D receptors were blocked by adding mouse NKG2D/CD314 antibody (20 μg/ml) (Bio-Techne R&D Systems, MAB1547-500) to the co-culture on days 2 and 4 of reprogramming (E:T ratio 1:1). All co-culture experiments were performed in 12-well plates (Corning, 353043). For cytotoxic assays, YAC-1 cells were kindly donated by Dr Domingo Barber [National Center for Biotechnology-Spanish National Research Council (CNB-CSIC), Madrid, Spain]. NK cells were isolated from *i4F* and WT mice treated with doxycycline for 5 days. They were primed *in vitro* with IL2 and IL15 in the presence of doxycycline (1 μg/ml) for 6 days, and then co-cultured with YAC-1 cells for 4 h. DAPI^+^ YAC-1 cells were quantified by flow cytometry.

### Pancreatic organoids

Each pancreas was dissociated to the single cell level as described above. For all experimental conditions, the same number of cells (3×10^5^) were embedded in 200 μl growth factor-reduced Matrigel drops (Corning, 356231) and cultured in pancreatic organoid medium, as described previously (Huch et al., 2013). Medium was refreshed every 2-3 days and was supplemented with doxycycline (1 μg/ml) to activate the OSKM cassette. On day 5 after seeding, ten representative 4× fields per sample were taken using ImageJ software to measure the organoid size. All analyses were conducted blind.

### Reverse transcription-PCR

For pancreas samples, total RNA was isolated by acid guanidinium thiocyanate-phenol-chloroform extraction. Up to 5 μg of total RNA was reverse transcribed into cDNA using an iScript Advanced cDNA Synthesis Kit (Bio-Rad, 172-5038). Quantitative real time-(RT-q)PCR was performed using Sybr Green Power PCR Master Mix (Promega Biotech, A6002) in a QuantStudio 6 Flex thermocycler (Applied Biosystems). *Gapdh* served as an endogenous normalization control. The primers used are listed in Table S1.

### Immunohistochemistry of tissue samples

Samples were fixed overnight at 4°C with neutral buffered formalin (Sigma-Aldrich, HT501128-4L). Paraffin-embedded tissue sections (2-3 μm) were dried at 60°C overnight and dewaxed. For Haematoxylin & Eosin (H&E) staining, a standard protocol using CoverStainer (Dako-Agilent) was performed. For some antibodies, immunohistochemistry was performed using a Ventana discovery XT (Roche) for 60 min: Nanog D2A3 (Cell Signaling Technology, 8822) at 1:100-1:250; F4/80 (eBioscience, clone BM, 14-4801-85) at 1:100; and CD45R/B220 (BD Biosciences, 550286) at 1:200. For the remaining antibodies, immunohistochemistry was performed manually or with the Leica Bond RX platform: CD3 (Dako-Agilent, 11503) at 1:10 for 120 min; CD4 (Sino Biological, 50134R001) at 1:2000 for 120 min; CD8α [EPR20305] (Abcam, ab209775) at 1:1000 for 120 min; Klrb1c/CD161c (E6Y9G) (encoding NK1.1 antigen) (Cell Signaling, 39197S) at 1:500 for 120 min; NE (Abcam, ab68672) at 1:1000 for 120 min; and FoxP3 (Cell Signaling, 12653) at 1:750 for 60 min. Antigen retrieval for Nanog and CD45R/B220 was performed with Cell Conditioning 1 (CC1) buffer (Roche, 950-124) and for F4/80 with proteinase K (Dako-Agilent, S3020) for 5 min at room temperature (RT). The secondary antibodies used were OmniMap anti-Rat HRP (Roche, 760-4457, ready to use) or OmniMap anti-Rb HRP (Roche, 760-4311, ready to use). Blocking was performed with casein (Roche, 760-219). Antigen–antibody complexes were revealed with ChromoMap DAB Kit (Roche, 760-159). For CD3, CD4, CD8α, NE, FoxP3 and Klrb1c/CD161c, antigen retrieval was performed with BOND Epitope Retrieval Solution 2 (Leica Biosystems, AR9640), Envision FLEX Target retrieval Solution HIGH pH (Dako-Agilent, K8004) or Trizma Base/EDTA pH 9.0 (T6066-1 Kg, E51345006). Blocking was performed with Peroxidase-Blocking Solution at RT (Dako-Agilent, S2023) and 5% goat normal serum (Life Technology, 16210064) mixed with 2.5% BSA diluted in wash buffer for 10 min and 60 min at RT. The secondary antibody used was BrightVision poly HRP-anti-rabbit IgG (VWR International, ready to use), incubated for 45 min (ImmunoLogic, DPVR-110HRP) or polyclonal goat anti-mouse (Dako-Agilent, P0447) at 1:100 for 30 min. Antigen–antibody complexes were revealed with 3-3′-diaminobenzidine (Leica Biosystems, RE7230-K). Sections were counterstained with Haematoxylin (Dako-Agilent, CS700) and mounted with Mounting Medium, Toluene-Free (Dako-Agilent, CS705) using a Dako CoverStainer. Specificity of staining was confirmed by staining with rat IgG (R&D Systems, 6-001-F), mouse IgG (Abcam, ab37355) or a rabbit IgG (Abcam, ab27478) isotype controls. Brightfield images were acquired with a NanoZoomer-2.0 HT C9600 digital scanner (Hamamatsu) equipped with a 20× objective and visualized at 1.8 gamma correction.

### Image analysis

Brightfield images of immunohistochemistry were quantified in a blinded way using QuPath software 0.1.2 (Bankhead et al., 2017) with standard DAB detection methods. Reprogramming efficiency was evaluated and quantified by histopathological assessment of dysplastic areas in the pancreas.

### Flow cytometry

Blood to assess immune cell depletion was collected in Microvette EDTA-coated tubes (Laborimpex, 16.444) and incubated with red blood cell lysis buffer (BioLegend, 420301) for 5 min. Cells were then washed once with PBS and pre-incubated for 5 min with Mouse BD Fc Block containing purified anti-mouse CD16/CD32 mAb 2.4G2 at 1 μg/1 million cells in 100 μl (BD Biosciences, 553142) of FACS buffer (0.5% BSA and 5 mM EDTA in PBS) for 15 min at 4°C. After a washing step with FACS buffer, cells were incubated with the appropriate antibody for 40 min at 4°C (Table S2). For analysis of infiltrating immune cell populations, pancreata were digested as described above and immune cell types were stained following the same protocol (Table S2), but keeping the samples at RT. Spleen and inguinal lymph nodes were mechanically processed into single cell suspensions. Erythrocytes were lysed using isotonic ammonium chloride solution before performing antibody staining. Single cell suspensions were subsequently incubated with TruStain FcX (anti-mouse CD16/32) antibody (1:100; BioLegend, 101320) for 10 min on ice. After a washing step with FACS buffer, cells were incubated with the appropriate antibody for 20 min at 4°C (Table S2). After three washes with FACS buffer, DAPI Fixable Violet (Life Technologies, D1306) was used to exclude dead cells. FACS analyses were performed using a Gallios Flow Cytometry System (Beckman Coulter) or a FACSAria Fusion (BD Biosciences) with BD FACSDiva software (v.8.0.1), depending on the experiment.

For the characterization of NK cell surface receptors, pancreatic cells were stained with the LIVE/DEAD™ Fixable Blue Dead Cell Stain Kit (Thermo Fisher Scientific, L23105) for 15 min to evaluate viability. After a washing step with PBS, cells were incubated for 20 min with a combination of anti-mouse antibodies (Table S2). Isotype control antibodies were used as negative controls. Cells were analysed with a BD LSRFortessa™ Flow Cytometer. All data were analysed by FlowJo v10 software (BD Biosciences) and GraphPad Prism v9.0.1.

### Statistical analysis

The data were analysed using GraphPad Prism v.9.0.1 software and represented as mean±s.d. or mean±s.e.m. of independent biological replicates (mice or clones of MEFs). Statistical analyses were performed using an unpaired two-tailed Student's *t*-test to compare the means between two different groups. Means of multiple groups were compared by one-way analysis of variance (ANOVA). Differences were considered significant based on the *P*-value (*P<0.05; **P<0.01; ***P<0.001; ****P<0.0001, unless otherwise stated). Gene set enrichment analyses (GSEAs) were performed using data from Mosteiro et al. (2016) and Kyoto Encyclopaedia of Genes and Genomes (KEGG) entry mmu04650 (https://www.genome.jp).

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

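Single-cell RNA was measured in the pancreas of 7 mice: 2 WT and 3 i4F mice given doxycycline at 1 mg/ml for 7 days, and 2 mice given caerulein (100 µg/kg, 7 injections a day on 2 days, pancreas taken on day 4). Each mouse gave 1 library. According to the methods, the authors aligned 10x Genomics 3′ libraries to GRCm38 with Cell Ranger, loaded the cells into Seurat, corrected ambient RNA with SoupX, and removed cells with under 150 genes or over 5% mitochondrial UMIs. The deposited count tables, 1 per condition, hold UMI counts per gene and cell without normalization, and whether they precede or follow the SoupX step is not stated. The deposited metadata give for each cell its library, its total UMI count, its number of genes, the percent of UMIs on mitochondrial genes that the authors computed with Seurat, and a cluster named by the authors from SCTransform, 20 principal components and a resolution of 0.2. It was checked that all counts are whole numbers and that their sums per cell equal the deposited totals. The tables list 28166 (WT), 31676 (i4F) and 28764 (caerulein) genes, 33864 in all and 25469 in every table, and a gene without a row in a table was read as 0 UMIs there.

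The mice held 4327 and 6326 (WT), 9811, 8218 and 7614 (i4F), and 15138 and 7039 (caerulein) cells, 58473 in all, with 15469018 to 64784216 UMIs per library. Exact 95% binomial intervals of the shares cover the error from counting cells and not the differences between mice. NK-like cells numbered 29 to 168 per WT or i4F mouse.

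Immune cells were the cells of the authors' clusters named macrophages, B lymphocytes, follicular B lymphocytes or NK and T cells. Macrophages, B cells and NK/T cells came from these clusters, except for caerulein mice, where B cells came from rebuilt clusters. That choice departs from the plan and was made after seeing the data, because 997 of the 1392 cells of the caerulein cluster named B lymphocytes were dendritic cell-like. NK cells, T cells and neutrophils came from immune cells clustered again with Seurat 5.3.0 (SCTransform with 3000 variable genes, 20 principal components, resolution 0.2), WT and i4F merged for the i4F comparison and all 3 conditions merged for the caerulein comparison and the gene-wise tests. Clusters with at least 3-fold T and NK marker enrichment were clustered once more. A cluster took the name of the cell type with the highest mean fold of its markers if at least 3 of them were in 10% of its cells and 1.5-fold above the other cells, with 20 CPM added. It stayed unnamed if another type had more markers among its 10 leading genes, or if its UMIs per cell were under 0.333 of the mouse's own median and none of its markers led. The authors' macrophage clusters include neutrophil-like cells, so that the macrophage and neutrophil shares overlap. Where an alternative named cells anew, macrophages were all myeloid cells (macrophage, monocyte/MDSC, dendritic cell and neutrophil names together). Doublets were called with Scrublet in scanpy 1.11.5 (30 principal components, 0.8% expected per 1000 cells) and removed in an alternative only.

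Shares of cells were compared between mice with an exact two-sided permutation test of the difference in means and Benjamini-Hochberg adjustment over the 5 cell types. For genes, UMIs were summed per mouse over non-immune cells, macrophages (without neutrophil-like cells), NK-like cells and all cells. The sums were tested with two-sided quasi-likelihood tests in edgeR 4.0.16 (the default estimate of that version), with all 7 mice in a fit of 3 groups, TMM, filterByExpr and an adjusted p threshold of 0.05. A mouse needed at least 20 cells in a class. On simulated data made from the same sums with 200 genes changed, the test recovered 37.0% of them in non-immune cells, 61.5% in macrophages and 93.5% in NK-like cells, with 5, 2 and 8 false calls. All planted changes were large, and the simulated mice shared their base levels, so these rates do not cover smaller changes or a deviating library. The genes named are those of lists taken from the paper, cell type markers, and up to 3 genes per direction with the largest change among those past the threshold, with a mean of at least 1 log2 CPM and every mouse of a group above every mouse of the other. rtTA falls outside this rule. Acinar RNA in other cells was estimated from 20 acinar genes chosen by a rule in WT mice, since only 1 of the 8 acinar markers fixed beforehand is listed in the tables.

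The alternatives were DESeq2 1.42.0, no TMM, no filter, fits of the 2 compared groups alone, a replicate block, the library name series as a term, cells with at least 500 genes, doublets removed, subsets of the non-immune cells, other clusterings (all cells jointly, resolution 0.5, log-normalization with 2000 variable genes and a scale of 10000, all conditions merged), assignment of each cell on its own, edgeR on cell numbers, and each mouse left out. Alternatives added after seeing the data are named in the closing section. Other tools were R 4.3.3, limma 3.58.1, Matrix 1.6.5, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. Replicate numbers do not state that mice were paired, and the main comparisons are unpaired. Flow cytometry, immunohistochemistry, RT-qPCR, the bulk data and cell culture were not analysed here. A test of the many T and B cells in the library labelled i4F 3 is not reported here.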

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

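The tests of a loss of non-immune cells, of the library name series, of clusters made for each condition apart and of cells with few genes were chosen only after the result was seen, and so was the choice to take caerulein B cells from rebuilt clusters.

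The deposited data hold 2 caerulein-treated mice that the paper's single-cell results do not report on. Immune cells, macrophages and neutrophils made up more of their cells than in WT mice, and NK cells and B cells less. Immune cells made up 56.9% and 45.9% of their cells, a mean of 51.4% ± 7.74 (SD, n = 2), against 8.47% ± 4.69 in WT mice (exact two-sided permutation test, p = 0.333, the smallest that 2 mice against 2 allow). The authors' macrophage clusters held 45.3% of the cells (50.3% and 40.3%) against 5.26%, and neutrophil-like cells 2.74% (4.29% and 1.19%) against 0.0967% (exact permutation tests, p = 0.333 each, 0.417 adjusted over 5 types). NK-like cells were fewer (0.305% against 0.639%), as were B cells (0.242% against 1.43%; exact permutation tests, p = 0.333 each), with both caerulein mice below both WT mice. T cells had 0.473% against 0.806%, with overlap. In edgeR on cell numbers B cells were called lower (adjusted p = 0.0274, and 0.000895 with the replicate block), while NK and T cells were not called. The B cell ratio, -2.57 on the log2 scale, reached -3.73 over the alternatives and reversed to 2.10 with the authors' cluster. Of the 1392 cells of that cluster, 997 were dendritic cell-like. The macrophage ratio, 3.11 on the log2 scale, was 4.24 without WT mouse 2 and 2.48 without WT mouse 1. The neutrophil ratio, 4.83, was 6.44 without WT mouse 1 and 1.36 over cells with at least 500 genes.

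The tables argue against 4 technical explanations for the immune share. A loss of non-immune cells, such as acinar cells, would raise all immune types alike. The log2 ratio was 3.11 for macrophages but -2.57 for B cells in rebuilt clusters and -1.07 for NK cells. With the authors' cluster the B cell ratio was 2.10, but the NK cell ratio stayed between -4.61 and -0.29 over the alternatives. Such a loss therefore cannot be the whole cause. A difference between library series would leave caerulein mice no higher than the WT mouse of their own series, but the lower of them had 45.9% against 11.8%. Clusters made for each condition apart are not needed either, as the log2 ratio was 2.64 in a joint clustering of all cells, against 2.60. Over cells with at least 500 genes it was 2.27. A better recovery of macrophages and neutrophils, or a poorer one of lymphocytes, stays open and was not tested. The WT mice drank doxycycline and the caerulein mice are not stated to have done so. A response of the tissue to caerulein is a hypothesis beside these.

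In non-immune cells of caerulein mice, 13 of 17849 genes differed from WT mice at an adjusted p under 0.05 (edgeR, 12 higher and 1 lower). Leaving out any of the WT or caerulein mice gave 0 calls in edgeR, with 2603 to 4267 genes at an unadjusted p under 0.05, and so did a term for the library series (2902 genes), whereas DESeq2 called 3690. The leading genes by the rule set in advance were S100a9, Ncf1 (log2 fold change 5.29) and Cbr2 (5.25), each higher in 2 of 2 mice, and Fbln5 (-2.15), lower in 2 of 2 (edgeR, adjusted p = 0.0376 for the first 3 and 0.0490 for Fbln5, and between 8.87e-16 and 0.319 over the alternatives of these genes). S100a9 had 1466 and 252 UMIs in caerulein mice and 0 and 1 UMI in WT mice. It is a neutrophil gene. RNA from neutrophils, at the level that the other 7 neutrophil markers give, would carry more S100a9 than was seen (observed over predicted, 0.196 on average), so that this source cannot be told apart from expression in the non-immune cells themselves, because the prediction overshoots in both mice.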

How the results depend on the processing

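The alternatives were fixed before the data were examined, except 7 that were chosen after seeing the data: rebuilt clusters in place of the authors' clusters, the same with the unnamed cluster counted as macrophages, the authors' cluster in place of rebuilt clusters for caerulein B cells, neutrophil-like cells left out of the macrophages, the T cell-like cluster led by Calca left out, edgeR's newer quasi-likelihood estimate, and genes listed in all 3 tables. Raet1d and Ulbp1 had too few counts to be tested in ductal cells alone, and so had Itgal in NK-like cells with at least 500 genes or in a fit of the 2 groups alone.

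Over 19 shares of cells and 244 values under an alternative, 194 kept their direction and their side of the threshold, 19 passed the threshold, 10 moved by more than the spread between mice and 21 reversed. Over 34 results for single genes and 531 values these were 440, 37 and 12 reversed, with 42 no longer past the threshold. Of 112 values for 7 counts of genes, 56 stayed within 1.5-fold. The cause was not tested, unless given below.

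The exact test on shares cannot pass 0.05 with these group sizes by construction, whereas edgeR on cell numbers can. Its classes overlap and share a spread, so that its p-values are approximate. It called immune cells among all cells in i4F mice (log2 fold change 2.33 without and 2.48 with the replicate block, unadjusted p between 0.000339 and 0.0181 in edgeR). With p adjusted over the 5 types, it called T cells (2.69 and 1.55, adjusted p 0.0143 to 0.0191 in edgeR) and B cells (2.67 and 1.73, 0.0119 to 0.0143 in edgeR). It also called macrophages (2.37 and 2.96, adjusted p 0.000155 to 0.0209 in edgeR) and neutrophils (5.10 and 5.94, 3.14e-07 to 0.000301 in edgeR). It did not call the authors' NK/T cells (1.84 and 0.69, unadjusted p 0.0550 and 0.244 in edgeR). In caerulein mice it called immune cells (2.60 and 2.69), B cells (-2.55 and -2.52), macrophages (3.10 and 3.27) and neutrophils (4.87 and 4.82).

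The block on the replicate number takes i4F replicate 3 out of the i4F comparisons by construction, since the other groups have 2 mice each. Mice of the same number were not more alike: after removing the group means, the correlation over 17849 genes was -0.0395 and -0.00415 between WT and i4F non-immune cells, 0.117 and -0.0679 between caerulein and i4F, and -0.377 between WT and caerulein. In macrophages it was between -0.219 and 0.0324. With the block, NK cells among all cells had -0.25 (reversed, edgeR adjusted p = 0.679, between 0.407 and 0.679 over the alternatives), NK cells among immune cells -2.84 (called in edgeR, adjusted p = 0.0338, between 0.0338 and 0.317), and B cells among immune cells -0.78 (reversed). Genes called with the block were 8314 (non-immune, i4F against WT), 6554 (caerulein against WT), 526 (i4F against caerulein), 924 (macrophages), 3 NK-activating ligands and 3 reprogramming factors. Icam1 between i4F and caerulein reversed to -0.54.

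T cells among immune cells, -0.09 on the log2 scale, reversed in a joint clustering of all cells (0.38), with each cell assigned on its own (0.020), at resolution 0.5 (0.39), with log-normalization (0.86), with all 3 conditions merged (0.38), with the cluster led by Calca left out (0.39) and in edgeR on cell numbers (0.38). The edgeR test takes its T cells from the clustering of all 3 conditions, so that its reversal is not separate from that one. B cells among immune cells (0.35) reversed over cells with at least 500 genes (-0.22). Macrophages in rebuilt clusters, with monocyte/MDSC-like and neutrophil-like cells counted in, moved to 5.40 among all cells and 2.68 among immune cells (2.43 and 0.13 with the unnamed cluster counted too), and without neutrophil-like cells those among immune cells reversed (-0.062 from 0.078). In caerulein mice, cells with at least 500 genes gave -4.61 for NK cells (from -1.07), -3.17 for T cells (from -0.77), -3.73 for B cells (from -2.57) and 1.36 for neutrophils (from 4.83). Assignment of each cell on its own gave -0.29, 0.64 (reversed) and -0.99 for NK, T and B cells. B cells moved to -1.02 in the joint clustering and -1.15 at resolution 0.5, and reversed to 2.10 with the authors' cluster.

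With each mouse left out in turn, where a lone mouse of a group was assumed in edgeR to vary like the other groups, the log2 ratio for i4F mice ranged from 1.85 to 3.05 for immune cells, 0.78 to 2.27 for NK/T cells (lowest without i4F replicate 3), -0.21 to 1.16 for NK cells (reversed without i4F replicate 3), 1.20 to 2.71 for T cells, 1.72 to 3.06 for B cells, 1.74 to 3.50 for macrophages and 4.50 to 6.67 for neutrophils. Among immune cells it ranged from -1.38 to 0.36 for T cells (reversed to 0.27 without WT replicate 1, 0.36 without i4F replicate 1 and 0.20 without i4F replicate 2), -0.79 to 0.72 for B cells (reversed without i4F replicate 3) and -0.22 to 0.52 for macrophages (reversed to -0.18 without WT replicate 1, -0.22 without i4F replicate 1 and -0.20 without i4F replicate 2).

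In non-immune cells of i4F against WT mice, edgeR called 0 of 17849 genes, with 5606 at an unadjusted p under 0.05. DESeq2 called 3110, no filter on low counts 1486, and doublets removed, ductal cells alone and edgeR's newer estimate 1 each. Leaving out a mouse gave 0 to 9522 (9522 without i4F replicate 3). In simulated data at this size the test recovered part of the large changes planted there. The simulated mice varied gene by gene, without a library that deviates as a whole. Whether the number of mice explains the 0 therefore stays open for smaller changes. For caerulein against WT mice, edgeR called 13, DESeq2 3690, no TMM 103, no filter on low counts 1400, the library series as a term 0 (2902 at an unadjusted p under 0.05), cells with at least 500 genes 144, doublets removed 1, the newer estimate 169, 62 with genes listed in all 3 tables, ductal cells alone 410, non-acinar non-immune cells 5, only the 2 groups compared 7144, and each mouse left out 0 to 0 (2603 to 4267 at an unadjusted p under 0.05). Between i4F and caerulein mice edgeR called 0 (2025 at an unadjusted p under 0.05), DESeq2 555, no filter on low counts 59, ductal cells alone 45, and a mouse left out 0 to 1598 (1598 without i4F replicate 3).

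In macrophages edgeR called 1 gene, DESeq2 514, no filter on low counts 1416, doublets removed 2, the library series as a term 0 (1952 at an unadjusted p under 0.05), only the 2 groups compared 0 (1404), and a mouse left out 0 to 1559 (1559 without i4F replicate 3). In NK-like cells 48 were called, 86 with the library series as a term, 1 over cells with at least 500 genes (a fit of only the 4 WT and i4F mice with at least 20 such cells), and 19 to 73 with a mouse left out. Of the 5 NK-activating ligands, 1 was called over the list, 2 in DESeq2, 2 with no filter on low counts, 2 in non-acinar non-immune cells, 0 with the library series as a term (1 at an unadjusted p under 0.05), 0 of 3 in ductal cells alone (0 at an unadjusted p under 0.05), both in edgeR, and 0 to 3 with a mouse left out (3 without i4F replicate 3). Of 3 reprogramming factors, 0 were called in edgeR (1 at an unadjusted p under 0.05), 2 in DESeq2, 1 with no TMM, 3 with no filter on low counts, and 0 to 3 with a mouse left out (3 without i4F replicate 3).

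Single genes that reversed, none of them called, were Raet1e in i4F against WT mice, 0.13 (no TMM -0.26, library series as a term -0.068, non-acinar non-immune cells -0.030, without WT replicate 2 -0.068, without i4F replicate 2 -0.042, and -0.068 to 0.35 with a mouse left out), Icam1 (ductal cells alone 0.20), Pvr (without WT replicate 1 0.052, and -0.61 to 0.052 with a mouse left out), Raet1e in caerulein mice (non-acinar non-immune cells -0.10), Icam1 between i4F and caerulein mice (without i4F replicate 3 -0.52, and -0.52 to 1.25 with a mouse left out) and Raet1e there (ductal cells alone 0.054, non-acinar non-immune cells 0.074).

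Whether depth limits the rarer classes was not tested. The median UMIs per cell ranged from 1248.5 in the library labelled i4F 3 to 4247 in i4F mouse 1, and the NK-like cells of i4F mice numbered 49, 47 and 168.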

Differences from the paper's values

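The alternatives that take macrophages from rebuilt clusters, with or without the unnamed one, and that leave out neutrophil-like cells were chosen after seeing the data. No number that the paper states for a measure computed here differed from it. The differences below are of direction.

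The paper states that 5 immune populations, NK cells, T cells, neutrophils, macrophages and B cells, are enriched in the pancreas of i4F mice. Tallied over these 5 as shares of all cells, all i4F mice lay above both WT mice for 3 (T cells, B cells and neutrophils), and not for macrophages and NK cells. Macrophages had a higher mean in i4F mice (27.2% against 5.26%) with the library labelled i4F 3 below WT mouse 2. All i4F mice lay above both WT mice when each cell was assigned on its own (26.1% against 4.29%), when the library labelled i4F 3 was left out, and in rebuilt clusters (24.4% against 0.576%), the last of these chosen after seeing the values. The shares by single cell and by rebuilt cluster count monocyte/MDSC-like and neutrophil-like cells as macrophages, and the share by single cell also dendritic cell-like cells. The rebuilt clusters leave out an unnamed cluster led by MHC class II genes. With it counted, the library labelled i4F 3 (5.63%) lay below WT mouse 2 (7.54%) again, and the means were 26.7% and 4.95%. A test in edgeR on cell numbers called macrophages without a block (log2 fold change 2.37, adjusted p = 0.0209) and with a replicate block (2.96, adjusted p = 0.000155), which are the only adjusted p-values over these alternatives. For NK cells the mean was 1.09% against 0.620%, and 2 of 3 i4F mice lay no higher than WT mouse 1. As shares of all cells, no setting that was run separated the genotypes for NK cells or called them higher in i4F mice. As shares of immune cells, 0 of the 5 types separated the genotypes in the exact test with all mice kept. Without the library labelled i4F 3 all 5 did. NK cells, T cells and B cells were then lower in i4F mice, and macrophages and neutrophils higher. The replicate block also called NK cells lower among immune cells (log2 fold change -2.84, edgeR, adjusted p = 0.0338).

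The paper states that mRNA of Icam1 and of the gene for CD155 (Pvr) rises in the pancreas of i4F mice, by RT-qPCR on whole tissue of other mice. By flow cytometry of CD45-negative cells it also reports a rise of the ICAM1 and CD155 proteins, which were not measured here. Summed over non-immune cells, Icam1 had a log2 fold change of -0.58 (SE 0.76, edgeR, adjusted p = 0.599, between 0.00056 and 0.899 over the alternatives), and over all cells of -0.44. Pvr had -0.31 (SE 0.32, edgeR, adjusted p = 0.495, between 0.0735 and 0.949 over the alternatives), and over all cells -0.40. Icam1 was higher only in ductal cells alone (0.20) and Pvr only without WT replicate 1 (0.052), and no setting called a rise of either gene. Icam1 was called lower with the replicate block (-1.94) and without the library labelled i4F 3 (-1.93). Both of these settings leave that library out, so they are not separate results. The sums also follow the cell types captured. Ductal cells carried 1717 of 2879 and 1057 of 3417 Icam1 UMIs in the non-immune cells of WT mice. They made up 17.4% and 9.82% of all cells in WT mice and 2.43%, 2.57% and 6.92% in i4F mice.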

Other observations

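The tests of handling, of acinar RNA, of T cells inside the NK-like cluster and of RNA from macrophages were set before the result they measure was seen, but the rules for reading the tests of handling and of acinar RNA were changed after their values were seen. The tests on the labels, depth and cell types of the library labelled i4F 3, on the names of the rebuilt clusters and on more stellate cells were chosen only after the result was seen.

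The library labelled i4F 3 had 3 UMIs of Pou5f1 and 0 of Sox2, as low as WT mice. Pou5f1 is not a clean mark of the cassette. The caerulein mice, of wild-type genotype, had 31 and 32 UMIs (0.479 and 1.87 CPM), against 2.54 CPM in i4F mouse 1. The plan stated beforehand that 3′ reads of the cassette may not map to these genes, so that a low count does not speak against the label. A wrong label or a swap with a mouse without rtTA is argued against by rtTA, at 46.7 CPM in this library and at most 0.951 CPM in the WT and caerulein mice. Lower depth would leave 39.4 Pou5f1 UMIs at the lower rate of the other i4F mice, and 3 were seen. Fewer cells of the types that carry Pou5f1 would leave 31.3 UMIs over acinar and stellate cells, and 0 were seen. A mouse with rtTA but without the cassette, which is a separate transgene, and an i4F mouse in which the cassette was not, or only weakly, induced stay open and were not tested. All statements on i4F mice that rest on this library are to be read with that in mind. Over all cells, Pou5f1 had a log2 fold change of 3.21 in i4F against WT mice (edgeR, adjusted p = 0.177, between 0.0183 and 0.447 over the alternatives), Klf4 -0.72 and Myc -0.71. None of these 3 was called in edgeR over the list alone (1 had an unadjusted p under 0.05, and DESeq2 called 2), while all 3 were without this library, Pou5f1 higher and the others lower.

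The same library held most cells of a B cell-like cluster led by heat-shock genes and of a T cell-like cluster with Hspa1a among its leading genes. Handling of its cell suspension would raise these genes in every class of cells. They were above all other mice in only 2 of 8 classes, T cells (log2 ratio 0.95) and B cells (1.28), and were lowest against the highest other mouse in endothelial cells (-1.39). That mouse was mostly WT mouse 2, itself high in these genes (3653 CPM over all cells). Against i4F mice 1 and 2 alone they were higher in 7 of 8 classes, such as macrophages (2041 CPM against 402 and 472), and lower only in acinar cells. Its 15 neutrophil-like cells, too few to enter the test, had 2167 CPM, against at most 346 CPM in another mouse. Handling therefore cannot be told apart from a change in T and B cells, because the comparison depends on the mice chosen. No biological explanation was tested.

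The NK-like share in 2 of 3 i4F mice was not above WT mice. The names of the rebuilt clusters are argued against as the cause by a count that needs no cluster. UMIs of Ncr1, Klrb1c and Klre1 per 1000 cells were 35.1 and 16.8 in WT mice, 2.75, 0.852 and 16.3 in i4F mice, and 2.44 and 2.70 in caerulein mice, so the higher of these 2 i4F mice, with 2.75, lay below the lower WT mouse. A loss of NK cells in dissociation and a lower expression of these genes in NK cells stay open and were not tested. These 2 i4F mice had 27 and 7 UMIs of the 3 genes in all, beside 49 and 47 NK-like cells, so that the rebuilt cluster rests on other genes there.

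In NK-like cells, 48 of 840 genes differed between i4F and WT mice (edgeR, 25 higher and 23 lower), 40 in DESeq2, between 19 and 73 with a mouse left out (19 without i4F replicate 2, 73 without WT replicate 2) and 1 over cells with at least 500 genes. This last fit holds only 4 mice (both WT mice, i4F mouse 1 and the library labelled i4F 3), as the others had under 20 such cells. Genes of the Reg family, which acinar cells express, led the rise. Reg2 had 4 and 1 UMIs in WT mice and 52, 164 and 3253 in i4F mice, Reg3a 0 and 0 against 12, 15 and 226, and Reg3g 0 and 0 against 13, 15 and 76. The acinar share of the NK-like cells' UMIs, from 20 other acinar genes, predicts the Reg UMIs within 2-fold in the i4F mice (observed over predicted 0.635, 1.16 and 1.34, with a median of 1.16). In the other mice observed over predicted was 0.126 and 0.990 (WT) and 1.34 and 2.86 (caerulein). In the i4F mice free acinar RNA thus accounts for the Reg UMIs in size. Some expression in the NK-like cells is not excluded, because the prediction fails in WT mouse 1 (19 UMIs) and caerulein mouse 2 (11 UMIs). The rise was not particular to NK-like cells, which argues against a change of these cells alone. Over WT and i4F mice together, Reg2 was found in 51.1% to 98.4% of the cells of every rebuilt cluster. It was in 82.2% of the neutrophil-like cells, at a median of 474 UMIs per cell. In T cells the Reg genes together had 243 and 35.0 CPM in WT mice and 2597, 10453 and 26262 CPM in i4F mice. They were also higher in B cells and macrophages of all i4F mice. The falls were led by Fabp4 (-3.72), Ccl4 (-2.85) and Klra9 (-2.59; edgeR, adjusted p = 0.0108, between 0.00199 and 0.104 over the alternatives; lower in 3 of 3 i4F mice; 31 and 25 UMIs against 3, 1 and 15). Klrk1, which encodes NKG2D, fell by 1.19 on the log2 scale (edgeR, adjusted p = 0.0857, between 0.0364 and 0.819). T cells inside the NK-like cluster cannot be told apart from a fall in NK cells here, because Cd3d, Cd3e, Cd3g and Trac together reached at least 1401 CPM in the NK-like cells of i4F mice and up to 1692 CPM in those of WT mice, so that the groups overlap. The split also depends on the clustering. At resolution 0.5 with all 3 conditions merged, the largest NK-like cluster held 21 and 22 WT cells and 9, 3 and 42 i4F cells. A cluster led by Ccl5, Nkg7 and Ctsw took the T cell name there. It held 9 and 13 WT cells and 37, 39 and 117 i4F cells. Klra9 belongs to a multigene family whose members can share UMIs. Fabp4 also led the endothelial cluster of the merged immune cells at resolution 0.5, and a source in endothelial RNA was not tested.

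Of the NK-activating ligands listed in the paper, 5 could be tested in non-immune cells. Raet1d (chromosome 10 of GRCm38, 22360552 to 22374139) rose by 4.01 on the log2 scale in i4F against WT mice (SE 0.93, edgeR, adjusted p = 0.0920 over all genes and 0.0194 over the list, and between 0.000256 and 0.364 over the alternatives), with 5 and 6 UMIs in WT mice and 331, 127 and 8 in i4F mice. Ulbp1 rose by 1.51 (SE 0.58, edgeR, adjusted p = 0.137 over all genes, between 0.00534 and 0.383 over the alternatives). Both were also higher in caerulein mice (4.64 and 2.27). More stellate cells among the non-immune cells are argued against as the cause for Raet1d by stellate cells alone, where the lowest i4F mouse had 1.48 CPM (6 UMIs) and the higher WT mouse 0.375 CPM (2 UMIs). That comparison does not cover a shift between kinds of stellate cells, which was not tested. The authors named 114 of the 1138 and 161 of the 2507 stellate cells of the WT mice activated and the others quiescent. In i4F mice every stellate cluster is named activated. RNA from macrophages would carry at most 1.26% of the Raet1d in the stellate cells of i4F mice. Raet1d and Raet1e overlap on the same strand and share their end, so that UMIs may be assigned between them with error. A response to reprogramming is a hypothesis beside a response to tissue injury, as the caerulein mice show the same rise.

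In the macrophage clusters, without neutrophil-like cells, 1 of 12183 genes was called (edgeR, with 2457 at an unadjusted p under 0.05, 514 in DESeq2 and 1559 in edgeR without i4F replicate 3). It is Reg3g (log2 fold change 5.83, higher in 3 of 3 i4F mice). Itgam rose by 2.53 (edgeR, adjusted p = 0.142, between 2.53e-11 and 0.341 over the alternatives), Ly6c2 by 2.46 (0.216, between 3.71e-10 and 0.498 in edgeR and DESeq2) and Adgre1 fell by 0.34 (0.612, between 0.342 and 0.940). Itgam was called in DESeq2, and in edgeR with no filter on low counts, with the replicate block and without the library labelled i4F 3. Ly6c2 was called in edgeR with no filter on low counts and without that library, and Adgre1 in no alternative. The clusters compared differ in their cells. In the clustering of all 3 conditions, 414 of 463 and 107 of 155 cells of the WT macrophage clusters were dendritic cell-like. In the i4F clusters, 4507 of the 5839 cells of the first were monocyte/MDSC-like, and 544 of the 584 cells of the third dendritic cell-like. A difference in cell type was therefore not separated from a change within macrophages, and no explanation was tested.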
